# miRNA profiles in livers with different mass deficits after partial hepatectomy and miR-106b~25 cluster accelerating hepatocyte proliferation in rats

**DOI:** 10.1038/srep31267

**Published:** 2016-08-10

**Authors:** Xiao Xu, Zhikun Liu, Jianguo Wang, Qi Ling, Haiyang Xie, Haijun Guo, Xuyong Wei, Lin Zhou, Shusen Zheng

## Abstract

Partial hepatectomy (PH) promotes the reentry of quiescent hepatocytes into cell cycle for regrowth. miRNA profiles in livers with different mass deficits after PH have not been investigated and miRNAs implicated in liver regeneration remain unclear. We generated miRNA profiles from normal and remnant livers at 6, 12, 24, and 36 hours after 1/3 or 2/3PH using microarrays. Compared with normal livers, the proportion of altered miRNAs decreased with time after 1/3PH, but increased after 2/3PH. Most of altered miRNAs between 1/3 and 2/3PH exhibited similar up- or down-regulation, but lower expression magnitude for 1/3PH. Among differentially expressed miRNAs between 2/3PH with robust DNA replication and 1/3PH with a minimal replicative response, we identified miR-101a, miR-92a, miR-25, miR-93 and miR-106b as key regulators of cell cycle. In 2/3PH model, overexpression of miR-106b~25 cluster tended to accelerate liver regeneration, while inhibition of miR-106b~25 cluster markedly repressed regenerative response and delayed recovery of liver function. Mechanistically, RB1 and KAT2B with cell cycle arrest activity were identified as novel targets of miR-106b/93 and miR-25, respectively. Overall, we featured miRNA profiles and dynamics after 1/3 and 2/3PH, and identified miR-106b~25 cluster as being involved in timely cell cycle entry of hepatocytes after PH.

Partial hepatectomy (PH) is commonly performed to treat hepatic tumors. After PH, the lost hepatic mass is restored by liver regeneration, during which quiescent hepatocytes reenter the cell cycle^1^. Liver regeneration is also observed in grafts of living donor liver transplantation and in the remnant liver after living donation^2^. In the rat, the remnant liver can recover its original mass and function within 7–10 days after PH^3^,^4^. Liver regeneration following PH is a very complex but well-orchestrated phenomenon, and many genes participate in the process^5^,^6^. The process begins with priming hepatocytes to enter the cell cycle and undergo one or two rounds of synchronous DNA replication followed by mitosis, and then return to a quiescent state^7^. DNA synthesis in hepatocytes begins at 12 hours and peaks at 24 hours after 2/3 PH in the rat^8^. However, the physiological role of this initiation period and its underlying mechanisms remain under investigation.

It has become evident that posttranscriptional regulation of gene expression is a central component of the cellular gene regulatory network. miRNAs are the most abundant class of small endogenous noncoding 21- to 23-nucleotide RNAs, and they can bind to the 3′ untranslated regions (3′ UTR) of mRNAs to form the RNA-induced silencing complex, where further regulation occurs^9^. miRNAs are involved in many biological processes, such as tumorigenesis^10^,^11^, stem cell differentiation^12^,^13^ and immune responses^14^,^15^. It has been reported that miR-221 promote liver regeneration by targeting Arnt^16^. miRNAs play a pivotal role in promoting the growth of small-size grafts and remaining livers^17^. Several important questions that have not yet been explored include: 1) the relationship between miRNA profiles and deficits in liver mass after PH and 2) the extent to which the widespread changes in miRNA expression that occur after 2/3 PH are linked to hepatocyte DNA replication and liver regeneration. To answer the second query is difficult for various reasons, for instance, because of the confounding factors created by surgical stress and the difficulties in choosing adequate controls for 2/3PH.

To address these questions, we compared the miRNA expression profile after 2/3 PH, a standard procedure that leads to robust DNA synthesis, with that after 1/3 PH, a procedure that causes minimal replication. The patterns and dynamics of miRNA profiles after PH were featured, providing a rich resource of miRNAs underling mechanisms of liver regeneration. Next we focused on miRNA alterations that significantly differed between 1/3 and 2/3 PH during the peak of DNA synthesis. We showed that miR-101a, miR-92a, miR-25, miR-93 and miR-106b were associated with the cell cycle *in vivo* and that the miR-106b~25 cluster is essential for the timely cell cycle reentry of hepatocytes after PH by targeting RB1 and KAT2B.

## Results

### miRNA profiles during liver regeneration after 1/3 and 2/3 PH

We profiled miRNAs in remnant livers from 6 to 36 hours after 1/3 and 2/3 PH, and using normal livers as a control (Fig. 1). 

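Right-lobe liver RNA of 26 rats was hybridized to single-colour (Cy3) rat miRNA microarrays, 1 rat per array. There were 3 arrays of normal liver, 2 at 6 hours after 1/3 PH and 3 in each of the other 7 groups, after exclusion of 1 array that the paper describes as of poor quality. The authors deposited the scanner software's signal of every spot, in background-subtracted signal units that were not normalized between arrays, and a table of log2 values. In that table the 104 largest values are identical in all columns, so it was already normalized between arrays, and it was used only as an alternative. The array carries 13540 spots for 677 miRNAs, with 1 to 4 probes per miRNA and 5 to 20 spots per probe. From the spot signals, the mean of each probe's spots that the software had not marked as unreliable was taken and summed over the probes of a miRNA. Each array was then scaled by its 75th percentile over the 109 probes well above background on all arrays. A miRNA's signal was set to at least the lowest signal of a probe well above background on that array, and log2 was taken. Detection was the scanner software's own call. It called 82 miRNAs on all arrays and 209 on at least 1, with 118 to 155 per array apart from m5m, an array of 12 hours after 1/3 PH, with 91. The total signal of m5m was 12434.5 signal units, against 39148.8 to 68366.3 on the other arrays. The arrays lay on 6 slides read on 3 scan days. All arrays of 24 hours after 2/3 PH and of 36 hours after 1/3 PH shared 1 slide and the first scan day, and no scan day held arrays of both operations at 36 hours. A fold was the ratio of geometric group means, and every miRNA detected on all arrays of at least 1 of the groups compared was counted. A group in which a miRNA was detected on no array entered at its floor, which makes the fold a bound. How large a share of altered miRNAs the spread between arrays alone gives was simulated by resampling the residuals of whole arrays into 1000 sets of unchanged groups of the same sizes. The number of arrays limits the precision of every value.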

All of the detected miRNAs are shown in Supplementary Table 1. The microarray results were confirmed by measuring the expression levels of 9 miRNAs (3 random miRNAs from each expression pattern, namely up-regulated, unchanged, and down-regulated) using real-time PCR, and a strong correlation between the two measurements was observed (Supplementary Figure 1). First, we investigated the expression patterns of miRNAs at 6, 12, 24, and 36 hours after 1/3 and 2/3 PH in comparison to normal livers. Based on their expression levels, the miRNAs were grouped into three sets: down-regulated (<0.8-fold), unchanged (0.8- to 1.2-fold), and up-regulated (>1.2-fold). 

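Against normal liver, 25.2% of 131 detected miRNAs were under 0.8-fold or over 1.2-fold at 6 hours after 1/3 PH, 46.9% of 128 at 12 hours, 23.3% of 129 at 24 hours and 33.1% of 133 at 36 hours. With each array of the operated group compared alone with the mean of the normal livers, the share was 30.2% ± 2.70 (SD, n = 2), 51.3% ± 11.2 (SD, n = 3), 39.02% ± 5.71 (SD, n = 3) and 32.3% ± 9.24 (SD, n = 3) at the same times. Unchanged groups gave an average share of 26.3% in the simulation at 6 hours, and 530 of the draws reached the measured one. At 12, 24 and 36 hours 15, 417 and 159 draws did, so only the share at 12 hours lay above the central 95% of the simulated shares, which ended at 42.2%. Across the 11 arrays the share did not follow time after 1/3 PH (Pearson r = -0.28, permutation p = 0.422, adjusted p = 0.422 over the 2 operations, Spearman rho = -0.12, permutation p = 0.73, adjusted p = 0.73, all two-sided). Without the arrays at 6 hours, the farthest in time, r was -0.72 (n = 9, exact permutation p = 0.019), and on the first scan day alone it was -0.18 (n = 9, exact permutation p = 0.639). Shares of that day's arrays were still taken against all 3 normal livers, which were read on 3 scan days. The share at 24 hours depended on single arrays and was 36.7% without the normal liver m79 and 35.3% without m24 of 1/3 PH. Scaling each array by its 75th percentile over all probes, most of which carry no signal, moved the share at 6 hours most, to 93.9%.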

The proportion of differentially expressed miRNAs (<0.8 or >1.2-fold) to all detected miRNAs decreased from 73% at 6 hours to 45% at 36 hours after 1/3 PH. After 2/3 PH this proportion increased from 54% at 6 hours to 65% at 36 hours after 2/3 PH (Fig. 2A). 

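After 2/3 PH the share of miRNAs under 0.8-fold or over 1.2-fold of normal liver was 27.3% of 128 at 6 hours, 37.5% of 128 at 12 hours, 46.8% of 139 at 24 hours and 53.3% of 135 at 36 hours. Arrays compared 1 at a time gave 40.6% ± 6.81, 46.4% ± 5.92, 50.8% ± 5.40 and 57.3% ± 2.99 (SD, n = 3 at each time). The number of simulated draws with as large a share fell from 254 at 6 hours and 61 at 12 hours to 21 at 24 hours and 6 at 36 hours. The share of single arrays rose with time (n = 12, Pearson r = 0.80, permutation p = 0.00257, adjusted p = 0.00514, Spearman rho = 0.80, permutation p = 0.00269, adjusted p = 0.00538, two-sided). Leaving out the 2 arrays farthest in time gave r between 0.70 (permutation p = 0.0253) and 0.77 (permutation p = 0.00944), depending on which were left out. On the first scan day alone r was 0.53, which 7 arrays do not separate from 0 (exact permutation p = 0.219). That day held no 2/3 PH array of 36 hours, so this value covers only 6 to 24 hours. Its shares were again taken against the normal livers of all 3 scan days. The rise rested on normal liver m79, without which r was 0.40 (permutation p = 0.366 after adjustment), and the share at 6 hours was then 41.3%. Of the 12 alternative ways of processing, 5 took r below the threshold, the lowest being 0.07 with the 75th percentile over all probes.

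**Figure D1:**
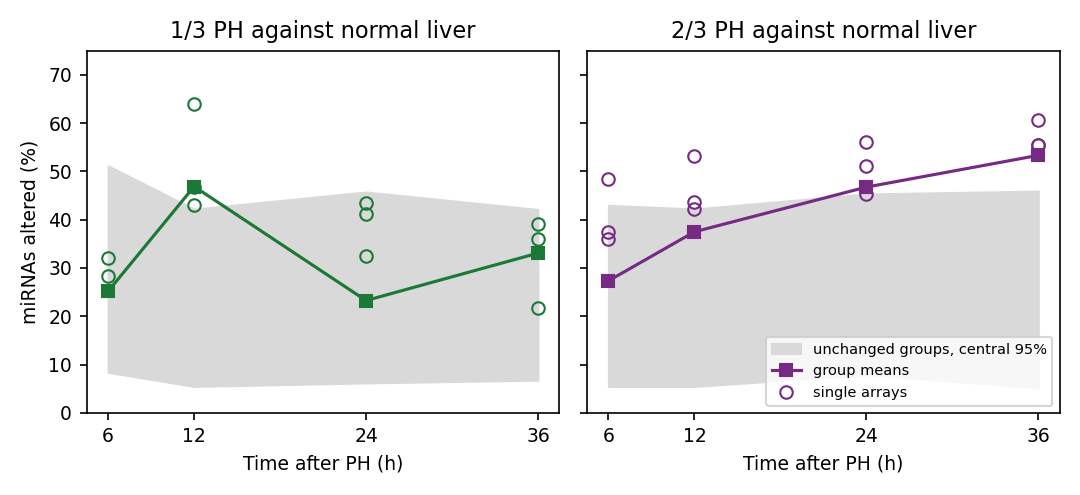
Share of detected miRNAs (percent) under 0.8-fold or over 1.2-fold of normal liver against hours after 1/3 PH (left) and 2/3 PH (right), with squares for group means, open circles for single arrays and grey for the central 95% of simulated unchanged groups. The squares at 12 hours after 1/3 PH and at 24 and 36 hours after 2/3 PH lie above the grey range.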

Next, we selected miRNAs that were preferentially expressed after 2/3 PH compared with 1/3 PH using the same criteria described above (<0.8 or >1.2-fold). 

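Comparing 2/3 PH directly with 1/3 PH at the same time, 21.4% of 117 detected miRNAs were under 0.8-fold or over 1.2-fold at 6 hours, 25.4% of 118 at 12 hours, 29.0% of 131 at 24 hours and 47.4% of 133 at 36 hours. For single 2/3 PH arrays against the 1/3 PH mean the share was 29.9% ± 6.45, 37.0% ± 4.67, 34.1% ± 1.17 and 49.9% ± 7.97 (SD, n = 3). Unchanged groups reached these shares in 583, 228, 288 and 11 simulated draws. Only at 36 hours did the share exceed the simulated range, and at that time the operations were read on different scan days, so it could not be computed within one. At 6 hours the share was 40.5% without m64 of 1/3 PH and 32.2% without m67 of 2/3 PH. At 12 hours it was 38.7% without m2 and 40.7% without m6, both of 1/3 PH. No alternative left the share at 24 hours within the spread between its arrays. That spread was narrow, the SD of 1.17 of single 2/3 PH arrays against 1 mean of 1/3 PH. No scaling (30.5%) and quantile normalization (26.7%) thus counted as moved. The values ran from 2.29% with folds under 0.5 or over 2, a stricter limit, to 67.2% with the 75th percentile over all probes.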

The proportion decreased from 84% at 6 hours to 54% at 12 hours and 50% at 24 hours, and it then increased to 63% at 36 hours (Fig. 2B). The similar trend was also observed in Fig. 2C, the overall distribution of temporal miRNA patterns (up-regulated, no change, down-regulated) after PH varies when subjected to different comparisons. For example, at 6 hours after PH, more miRNAs are down-regulated in 1/3 PH vs normal control, while more miRNAs are up-regulated in 2/3 PH vs 1/3 PH. 

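Of the miRNAs altered at 6 hours after 1/3 PH against normal liver, 22 were over 1.2-fold and 11 under 0.8-fold, so that 66.7% were raised. The median log2 fold change of all miRNAs compared was 0.0051, where simulated unchanged groups gave -0.12 to 0.10. Scaling each array by its probes above background holds this median near 0, so it does not test an overall shift, and without scaling it was 0.010. In the comparison of 2/3 PH with 1/3 PH at 6 hours, 8 were over 1.2-fold and 17 under 0.8-fold, and the median log2 fold change was -0.031. That balance rested on single arrays of the 2 at 6 hours after 1/3 PH. Without m62 13.9% of the altered miRNAs were raised in 2/3 PH, and without m64 58.5%. After 2/3 PH against normal liver 20 rose and 15 fell, with 32.4% raised without m70B. In the log2 table that the authors deposited, the direction at 6 hours was the other way round. There 20.8% of the altered miRNAs were raised after 1/3 PH, with a median log2 fold change of -0.27, and 78.3% were raised in 2/3 PH relative to 1/3 PH, with a median of 0.18. Quantile normalization of the signals gave a median of -0.081 for 1/3 PH against normal liver, and scaling by the total signal -0.030.

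**Figure D2:**
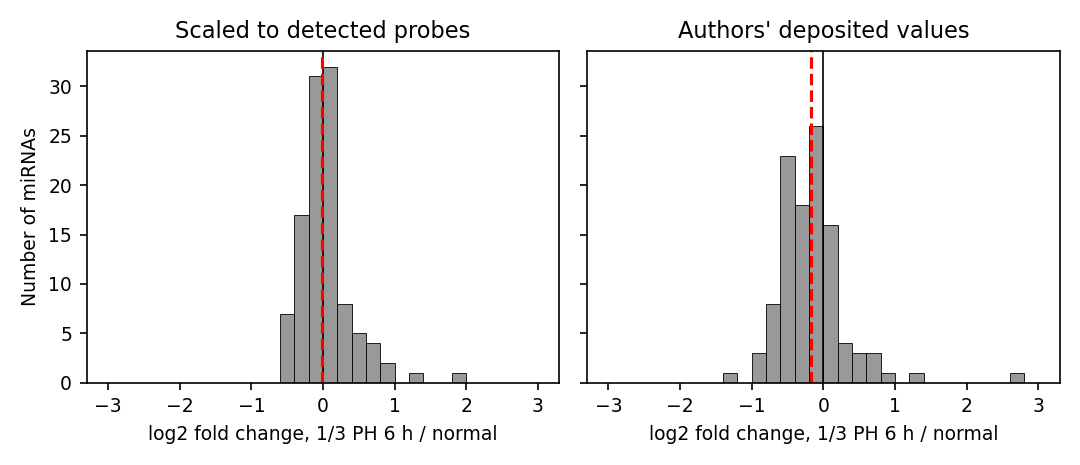
Histograms of the log2 ratio of 6 hours after 1/3 PH to normal liver for 108 miRNAs, from signals scaled by the 75th percentile and from the deposited log2 values, with the median as a red dashed line and no change as a black line. The ratio is below 0 for 55 miRNAs in the scaled signals and for 76 in the deposited values. The medians drawn are -0.008 and -0.174, and those over all miRNAs compared are 0.005 and -0.27.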

Principal component analysis (PCA) allows large datasets to be devolved into a few constructs that contain most of the variance. PCA of all of the investigated samples revealed distinct trends for the miRNA profilesafter 1/3 and 2/3 PH (Fig. 2D). Specifically, 1/3 PH induces a fluctuation around the normal liver profile and returns to a near-normal liver profile within 36 hours, while 2/3 PH cause a divergence from the normal liver profile as the liver prepares for obvious hepatocyte proliferation.

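The 144 miRNAs detected on every array of at least 1 group were centred and decomposed without scaling to unit variance. The first component held 28.9% of the variance and the second 22.2%. On the first component scan day accounted for 52.9% of the variation, slide for 60.4% and the 9 groups for 30.6%. On the second these shares were 33.4%, 66.0% and 66.4%, so that it was tied to slide about as closely as to group. The distance of an array from the mean of the normal livers on these components, in log2 units, was 3.98 ± 1.72 (SD, n = 3) for the normal livers themselves, each measured from the mean of the others. After 1/3 PH it was 3.98 ± 2.44 (SD, n = 2) at 6 hours, 4.33 ± 0.76 at 12 hours, 4.37 ± 0.61 at 24 hours and 4.20 ± 1.46 at 36 hours (SD, n = 3). After 2/3 PH it was 4.21 ± 0.87, 4.14 ± 1.38, 5.29 ± 1.10 and 6.92 ± 1.24 (SD, n = 3). For 1/3 PH the distance did not follow time (n = 11, Pearson r = 0.039, permutation p = 0.908, adjusted p = 0.908, Spearman rho = 0.052, permutation p = 0.883, adjusted p = 0.883, two-sided), nor did it without the arrays at 6 hours (r = -0.060, n = 9, exact permutation p = 0.889) or on the first scan day (r = 0.051, n = 9, exact permutation p = 0.893). For 2/3 PH it rose (n = 12, r = 0.74, permutation p = 0.00423, adjusted p = 0.00846, rho = 0.65, permutation p = 0.0283, adjusted p = 0.0566, two-sided). Without the 2 arrays farthest in time r lay between 0.59 (permutation p = 0.0741) and 0.73 (permutation p = 0.0152), so the rise rests in part on those arrays. Among the arrays of the first scan day, which held no 2/3 PH array of 36 hours, r was 0.39 (n = 7, exact permutation p = 0.448). Their distances were still measured from the normal livers of all 3 scan days. Leaving out normal liver m79 gave 0.49, m62 0.61, m76 0.61 and m3 0.65, none of them past the threshold. The deposited log2 values moved it most, to r = -0.45, and scaling each miRNA to unit variance gave 0.55. For 1/3 PH every alternative turned the sign, with r from -0.58 to -0.0060, none past the threshold, and so did leaving out any of 12 single arrays.

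**Figure D3:**
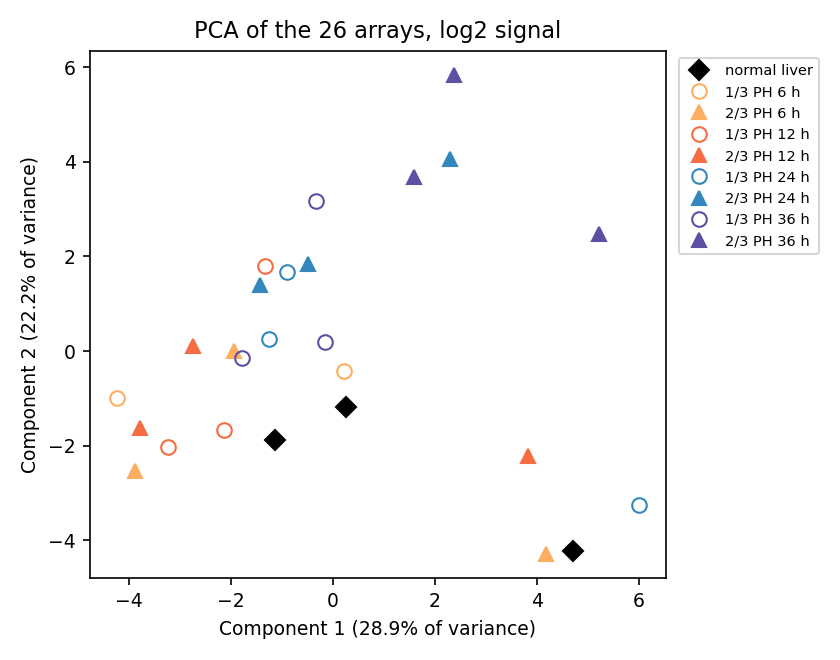
Position of the 26 arrays on the first and second principal components of log2 signal, with diamonds for normal liver, open circles for 1/3 PH, triangles for 2/3 PH and colour for the time after surgery. The means of the 2/3 PH arrays at 24 and 36 hours are the highest on the second component, although single 1/3 PH arrays lie among these, and arrays of most groups spread widely along the first.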

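The distance from the normal livers was also measured over all miRNAs of the decomposition instead of on its first components. For 2/3 PH it was 6.10 ± 0.82, 6.37 ± 0.78, 7.02 ± 0.68 and 7.96 ± 1.05 at the 4 times (SD, n = 3), and for 1/3 PH 5.74 ± 1.68 (SD, n = 2) at 6 hours, and then 7.48 ± 2.25, 6.04 ± 0.89 and 5.78 ± 1.61 (SD, n = 3). Normal livers lay at 5.94 ± 1.33 (SD, n = 3). For 2/3 PH it rose with time (n = 12, Pearson r = 0.72, permutation p = 0.00683, adjusted p = 0.0137, Spearman rho = 0.78, permutation p = 0.00475, adjusted p = 0.0095, two-sided). Without the 2 arrays farthest in time r was 0.59 (permutation p = 0.0748) to 0.77 (permutation p = 0.00869). On the first scan day, which held no 2/3 PH array of 36 hours, it was 0.40 (n = 7, exact permutation p = 0.338), again with distances from the normal livers of all 3 scan days. The threshold was not reached without normal liver m79 (r = 0.33), m62 of 1/3 PH (0.58), m3 (0.59) or m37B (0.64) of 2/3 PH. Of 10 alternatives 4 kept the threshold and 5 lost it. The deposited values, the 1 that turned the sign, gave r = -0.30. For 1/3 PH no trend was found (n = 11, r = -0.22, permutation p = 0.536, adjusted p = 0.536, rho = -0.070, permutation p = 0.84, adjusted p = 0.84, two-sided), nor without the arrays at 6 hours (r = -0.44, n = 9, exact permutation p = 0.231) or on the first scan day (r = -0.082, n = 9, exact permutation p = 0.824).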

To learn more about the differences between 1/3 and 2/3 PH, we plotted the log2 ratios of the preferentially expressed miRNAs in the regenerating liver relative to the normal liver at each time point after 1/3 or 2/3 PH (Fig. 3). 

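For each miRNA under 0.8-fold or over 1.2-fold in 2/3 PH relative to 1/3 PH, the size of its log2 ratio to normal liver was compared between the operations. The ratio was larger after 2/3 PH for 11 of 25 miRNAs at 6 hours, 11 of 30 at 12 hours, 35 of 38 at 24 hours and 53 of 63 at 36 hours. These are 44.0%, 36.7%, 92.1% and 84.1%, where unchanged groups gave 43.1%, 50.1%, 49.7% and 50.2% on average and as large a share in 454, 688, 33 and 79 draws. Median sizes at the same times were 0.44, 0.40, 0.23 and 0.24 after 1/3 PH and 0.34, 0.34, 0.68 and 0.61 after 2/3 PH. Shares at the early times depended on single arrays. At 6 hours the share was 13.9% without m62 of 1/3 PH and 77.8% without m76 of 2/3 PH. At 12 hours it was 20.8% without m6 and 23.9% without m2, both of 1/3 PH, and 62.2% without m12B of 2/3 PH. At 36 hours the 75th percentile over all probes took the share to 32.3%.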

The data showed that, except at 6 hours after PH, the magnitude of the expression of most miRNAs was greater, whether up or down, after 2/3 PH than 1/3 PH. To identify common regulatory responses between the different types of surgery, we clustered the miRNAs into Venn diagrams according to their type of regulation, combined with time after PH (Supplementary Figure 2). Except for the 6-hour time point, more than half of the altered miRNAs changed in the same direction. These data suggest that 1/3 and 2/3 PH share common miRNAs whose expression changes with a similar regulatory regulation direction but with a reduced magnitude in 1/3 PH. 

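A miRNA was counted as changed the same way when both operations took it over 1.2-fold or both under 0.8-fold of normal liver. At 6 hours this held for 13 of the 54 miRNAs altered after either operation (24.1%), at 12 hours for 36 of 72 (50.0%), at 24 hours for 24 of 71 (33.8%) and at 36 hours for 27 of 89 (30.3%). Unchanged groups, which share their normal livers as the real ones do, gave 23.1%, 27.3%, 23.3% and 23.8% on average, with shares as large in 451, 88, 224 and 308 draws. Among miRNAs altered after both operations the direction was the same for 13 of 14, 36 of 36, 24 of 24 and 27 of 27. Simulated groups gave 80.8% to 84.7% for this second measure, since both ratios have the same normal livers beneath them. Without normal liver m79 the first share at 6 hours was 40.3%, and without m64 of 1/3 PH it was 15.4%. At 24 hours it was 56.2% without m24 of 1/3 PH, and at 36 hours 19.4% without m46 of 1/3 PH. Altered after 2/3 PH alone were 21, 12, 41 and 45 miRNAs, and after 1/3 PH alone 19, 24, 6 and 17.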

To more clearly elucidate the temporal pattern of miRNA changes, the miRNAs with expression level changes of up to 1.2-fold in at least one of the time points were selected to generate a heat map (Fig. 4). Venn diagrams were draw according to regulatory direction (up/down), combined with the type of surgery (Supplementary Figure 3). These results showed that the miRNA levels undergo dynamic changes during liver regeneration after PH and clearly display a clear biphasic expression pattern, reflecting their key roles in regulating the regenerative process.

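At 1 or more of the 4 times, 90 of 136 miRNAs were altered against normal liver after 1/3 PH and 112 of 144 after 2/3 PH. Simulated unchanged groups gave 65.8 and 66.5 on average, with 53 draws as high for 1/3 PH and 1 for 2/3 PH. After 1/3 PH 57 were raised only, 26 lowered only, and 7 were raised at 1 time and lowered at another. After 2/3 PH these numbers were 63, 36 and 13, and 41 miRNAs after 1/3 PH and 42 after 2/3 PH were altered at a single time. Unchanged groups gave 6.31 changes of direction on average for 1/3 PH, with 413 draws as high as measured, and 5.00 for 2/3 PH, with 51 draws as high. The count for 1/3 PH was 4 without normal liver m79 and 12 without m6. Across miRNAs, which are not independent replicates, the log2 ratios of 2/3 PH at 6 and 12 hours correlated with r = 0.72, those at 24 and 36 hours with r = 0.76, and those at 6 and 36 hours with r = 0.14. For 1/3 PH the same pairs of times gave 0.62, 0.68 and 0.56. All times share the same normal livers, and unchanged groups had a median correlation of 0.45 for 1/3 PH and 0.50 for 2/3 PH, against measured medians of 0.58 and 0.43.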

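Counts of miRNAs past a test were taken from limma, with the 9 groups in 1 fit and Benjamini-Hochberg adjustment over the 144 miRNAs of each comparison. At 6 hours limma called 0 miRNAs against normal liver after either operation at an adjusted p under 0.05, with 8 after 1/3 PH and 15 after 2/3 PH at an unadjusted p under 0.05. After 1/3 PH the adjusted counts were 6 at 12 hours, 1 at 24 hours and 0 at 36 hours, and the unadjusted ones 38, 16 and 7. After 2/3 PH the adjusted counts were 10, 26 and 27, and the unadjusted ones 26, 34 and 49. Between the operations limma called 0 at 6 and at 12 hours (3 and 9 unadjusted), 4 at 24 hours (15 unadjusted) and 22 at 36 hours (34 unadjusted). A difference between the operations that itself changed from 6 to 24 hours was found for 1 miRNA, miR-93 (log2 1.11, standard error 0.193, adjusted p = 0.00212), and one that changed from 6 to 36 hours for 6, among them miR-15b (log2 1.52, standard error 0.212, adjusted p = 5.32e-05) and miR-93 (log2 1.40, standard error 0.193, adjusted p = 5.32e-05). With normexp background correction the change of miR-93 from 6 to 24 hours was -0.30, where the median change of all miRNAs was lowered by 0.50. Single arrays moved several counts. At 12 hours after 1/3 PH the count was 12 without normal liver m79, 1 without m65, 0 without m75 (25 unadjusted) and 13 without m6. At 24 hours after 1/3 PH the 1 call was lost without any 1 of 18 arrays (12 to 19 unadjusted), and 2 were made without m3 or m45B. At 6 hours after 2/3 PH 5 were called without m79 or without m5m, and 1 without m12B, m26 or m31B. At 12 hours after 2/3 PH limma called 0 without m65, m75 or m7 (21, 19 and 19 unadjusted), and at 24 hours 14 were called without m75, 9 without m26, 15 without m29B and 11 without m31B. The change from 6 to 24 hours was found for 2 miRNAs without m70B or without m5m. The change from 6 to 36 hours was found for 2 without m62 or m37B and for 3 without m64, m46, m47 or m39B. Between the operations at 36 hours 11 were called without m46 or m39B, 8 without m47 and 7 without m37B. With scan day as a fixed block, a setting chosen after seeing the data, limma called 7, 2 and 0 miRNAs after 1/3 PH at the last 3 times (10 unadjusted at the last), with the 1 call at 24 hours of the fit without scan day not among the 2, 8, 19 and 33 after 2/3 PH, and 1 and 13 between the operations at 24 and 36 hours. Slide as a fixed block, where it could be fitted, left 0 calls at 12 hours after either operation (34 unadjusted after 1/3 PH and 20 after 2/3 PH), 0 at 24 hours after 1/3 PH (11 unadjusted) and 12 at 36 hours after 2/3 PH. The alternative that moved the counts most was the 75th percentile over all probes, with 39 calls at 6 hours after 1/3 PH and 89 between the operations at that time.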

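The largest changes against normal liver were taken among miRNAs past the adjusted threshold. At 12 hours after 1/3 PH miR-200b rose by 1.35 on the log2 scale (standard error 0.285, adjusted p = 0.0117), and miR-29c and miR-29b changed by -1.03 and -0.97 (adjusted p = 0.0117 for both). None of the 3 passed the threshold without normal liver m75 (adjusted p = 0.0582), nor did miR-29c without m5m (adjusted p = 0.0543) or both miR-29 members without m65 (adjusted p = 0.0725). At 12 hours after 2/3 PH miR-1224 rose by 0.63 (standard error 0.17, adjusted p = 0.0274) and miR-29b and miR-101a changed by -1.01 and -0.94 (adjusted p = 0.015 for both). None of these held without m65, m75 or m7, where the adjusted p ran from 0.0873 to 0.159, and miR-1224 did not without m3 (adjusted p = 0.068). miR-34a was higher at 24 hours after 1/3 PH, at log2 0.94 (adjusted p = 0.0469), a call that held only without m3, m5m, m6, m24, m26, m45B, m46 or m39B and had an adjusted p of up to 0.164 without any other array. It was also higher after 2/3 PH, at log2 1.24 (standard error 0.215, adjusted p = 0.001) at 24 hours and 1.85 (standard error 0.215, adjusted p = 2.4e-06) at 36 hours, and these held with any 1 array left out. At 24 hours after 2/3 PH miR-17-5p rose by 1.08 (adjusted p = 0.0106, and 0.0525 without m26). miR-500 changed by -1.51 (standard error 0.456, adjusted p = 0.0283), but by -0.95 with an adjusted p of 0.167 without normal liver m79. Its adjusted p was 0.0682 without m26, 0.0777 without m29B and 0.0669 without m31B. miR-142-3p changed by -1.05 (adjusted p = 0.0126, and 0.067 without m26 and 0.0558 without m31B). At 36 hours miR-200b rose by 1.34 (adjusted p = 0.00247), and miR-378* and miR-378 changed by -1.03 (adjusted p = 0.0036) and -0.88 (adjusted p = 0.0114, and 0.0536 without m37B). miR-338, detected on all normal livers and on no array at 12, 24 or 36 hours after 2/3 PH, was at least 1.85-fold, 1.63-fold and 2.09-fold lower at these times. Its call at 36 hours held with any 1 array left out, that at 12 hours did not without m79, m65, m75, m7 or m12B (adjusted p up to 0.106), and that at 24 hours held only without m67, m70B, m5m, m6, m12B, m45B or m46 (up to 0.201). With normexp background correction miR-338 at 12 and 36 hours and both miR-378 arms at 36 hours were not lower, nor was miR-338 at 24 hours from its brightest probe alone. That correction moved the median of all miRNAs after 2/3 PH to 0.14 at 12 hours and 0.60 at 36 hours. All of these normexp values lay below those medians, those of miR-338 and miR-378* at 36 hours only slightly. The turn thus does not show that a decrease relative to the other miRNAs was lost. None of the calls named here at 12 hours held with slide as a fixed block, nor did those of miR-34a at 24 hours after 1/3 PH and of miR-338 and both miR-378 arms at 36 hours. The calls of miR-34a at 24 hours after 1/3 PH, miR-1224 at 12 hours and miR-338 at 24 hours were also lost with scan day as a fixed block, which was chosen after seeing the data.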

Overall, these results reveal the different dynamics of miRNA profiles after 1/3 and 2/3PH and indicate that the large miRNA response in the first 6 hours after PH does not predict whether DNA replication will occur.

### miRNAs involved in liver regeneration after PH

To identify the specific miRNAs involved in liver regeneration, we needed to select the appropriate controls by controlling the confounding factors induced by surgical stress. It is well known that 2/3 PH induces marked liver regeneration and robust DNA replication peaks at 24 hours after PH^8^. The ideal control would be an operation that also causes liver mass loss but does not lead to marked liver regeneration. In our model, 1/3 PH causes minimal replication (Supplementary Figure 4). Thus, we chose 1/3 PH as a control for 2/3 PH to query for miRNAs involved in liver regeneration. This strategy differs from previous publications using a sham operation as the control. We selected 12 unique miRNAs that were significantly up- or down- regulated at the 24-hour timepoint after 2/3 PH *vs*. 1/3 PH (*P* < 0.05). 

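All 12 miRNAs chosen by the paper were among the 144 tested at 24 hours, and limma put 9 of them under an unadjusted p of 0.05. After Benjamini-Hochberg adjustment over all 144, 3 remained, miR-93, miR-17-5p and miR-20b-5p. Adjusted over the list alone 8 did, which is no independent evidence, since the list was chosen on these arrays. Higher in every 2/3 PH array than in every 1/3 PH array were miR-20b-5p, miR-92a, miR-20a, miR-25, miR-93, miR-106b and miR-17-5p, with log2 fold changes of 0.33 to 1.10. Their direction held under the alternatives except that miR-25 (-0.043) and miR-106b (-0.098) were lower with the 75th percentile over all probes, which shifted the median of all miRNAs by -0.43. With 3 arrays against 3, 10% of unchanged miRNAs would separate completely. miR-17-5p rose by 1.10 (standard error 0.251, adjusted p = 0.0217) and miR-20b-5p by 0.81 (standard error 0.196, adjusted p = 0.0271). Neither passed the threshold without m23 (adjusted p = 0.0617 for both), without m24 (0.135 and 0.167) and without m26 (0.161 for both), and miR-20b-5p also without m29B (0.0849). Nor did either with scan day as a fixed block, a setting chosen after seeing the data (adjusted p = 0.0507 and 0.0732), or with slide as a random block (0.105 for both), and over all alternatives their adjusted p ran from 0.00662 to 1.0 and from 0.0339 to 1.0. miR-20a rose by 0.86 (adjusted p = 0.0781, and 0.0457 without m5m and 0.0313 without m3). miR-26a and miR-192 were lower on every 2/3 PH array, at log2 -0.34 (adjusted p = 0.115, and 0.0492 without m5m) and -0.22 (adjusted p = 0.301). miR-20a, miR-26a and miR-192 each passed under 1 of 13 alternatives (adjusted p = 0.0434, 0.0467 and 0.0467). miR-27a differed by 0.065 (adjusted p = 0.896). miR-466b was detected on all 3 arrays of 1/3 PH and on none of 2/3 PH, at signals near the floor on both sides, so no fold is given. Outside the list 6 miRNAs had an unadjusted p under 0.05, and the adjusted count of 4 in all was 9 without m5m, 7 without m3, 2 without m29B and 1 without m23, m24 or m26. The count of 3 on the list was 7 without m5m, 5 without m3 and 1 without m23, m24 or m26, and the count of 8 was 5 without m23.

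**Figure D4:**
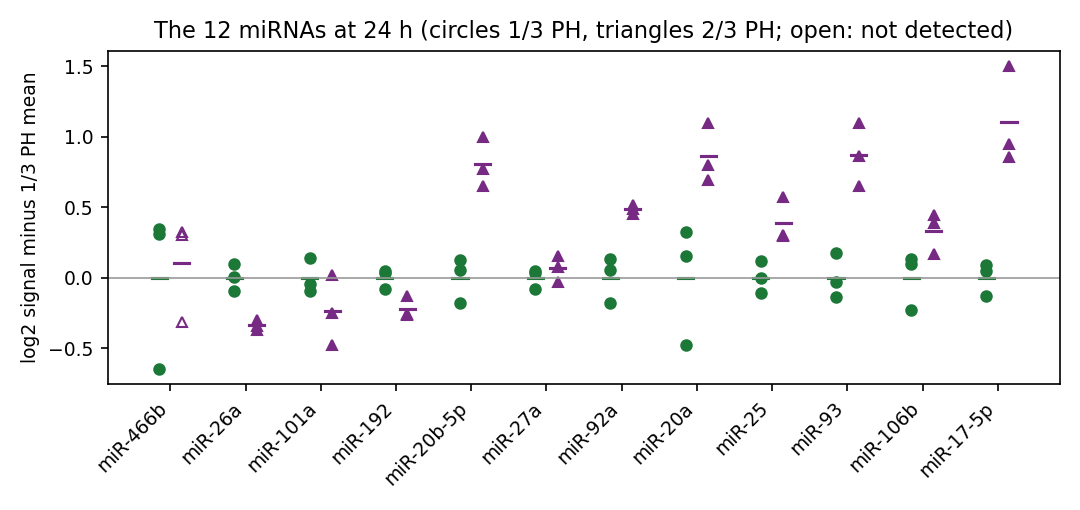
Log2 signal of the 12 miRNAs at 24 hours on each array, minus the 1/3 PH mean, with circles for 1/3 PH, triangles for 2/3 PH, open symbols where the miRNA was not detected and bars for means. The triangles lie above all circles for 7 miRNAs and below all for miR-26a and miR-192, from signals scaled by the 75th percentile of probes above background, and over all probes the means of miR-25 and miR-106b were below 0.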

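The 5 miRNAs that the paper names in its introduction were detected on all 6 arrays at 24 hours. Mean log2 signal of miR-93 was 5.47 ± 0.23 (SD, n = 3) after 2/3 PH and 4.60 ± 0.16 (SD, n = 3) after 1/3 PH, a log2 fold change of 0.87 (standard error 0.129, adjusted p = 0.000248 from limma). Its adjusted p stayed under 0.05 with any 1 array left out, and was 0.000769 with scan day as a fixed block, a setting chosen after seeing the data, and 0.00206 with slide as a random block. Over all alternatives it ran from 0.000174 to 1.0. miR-92a was at 9.10 ± 0.031 and 8.62 ± 0.16 (SD, n = 3 each), a difference of 0.48 (standard error 0.146, adjusted p = 0.0781). Leaving out m5m or m3, arrays of 12 hours, brought it to 0.0492 and 0.0313. Of 13 alternatives 1 took miR-92a past the threshold (adjusted p from 0.00629 to 0.985). miR-25 was at 7.08 ± 0.16 and 6.69 ± 0.11, a difference of 0.39 (standard error 0.16, adjusted p = 0.301, and 0.0493 without m5m). miR-106b was at 6.46 ± 0.15 and 6.12 ± 0.20, a difference of 0.33 (standard error 0.15, adjusted p = 0.392). miR-101a was at 5.29 ± 0.25 and 5.52 ± 0.12, a difference of -0.24 (standard error 0.206, adjusted p = 0.857), and in 2 of the 9 pairs of arrays the 2/3 PH array was the higher. All 2/3 PH arrays lay on 1 slide that held no 1/3 PH array of this time. In the rat annotation GRCr8 Mir25, Mir93 and Mir106b follow one another on chromosome 12 inside Mcm7. Mir92a1 lies on chromosome 15 after Mir19b1, Mir92a2 on X between Mir363 and Mir19b2, and Mir101a on chromosome 5. The paper reasons that 1/3 PH loses liver mass with minimal replication and so controls for surgical stress. On that ground it uses 1/3 PH as the control in its search for miRNAs involved in liver regeneration. It proposes that miRNAs differing from 1/3 PH at 24 hours after 2/3 PH could help resting hepatocytes to enter the cell cycle.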

We analyzed the cell cycle distributions of cells after transfecting rat cell lines (RBL, RH-35) with these miRNAs. We found that 6 miRNAs significantly affected the cell cycle in BRL cells and 5 significantly affected RH-35 cells; the cell lines shared 5 common miRNAs (Fig. 5). In details, miR-101a was down-regulated, and it decreased cell number in the G2-M phase with consistently increases in cell number in the G1 or S phases; meanwhile, miR-92a, miR-25, miR-93, and miR-106b were up-regulated, and they decreased the G1 cell population while concomitantly increasing the accumulation of cells in the S and G2 phases. No significant results were observed in an analysis of cell apoptosis after transfection with these miRNAs (data not shown). Furthermore, the expression patterns of these functional miRNAs were confirmed in normal liver and the remnant liver at serial times after 1/3 and 2/3 PH by real time-PCR.As we expected, miR-106b, miR-93, miR-25 and miR-92a were significantly up-regulated at 24 and 36 hours after 2/3 PH, and miR-101a was down-regulated at 12, 24 and 36 hours after 2/3 PH (Supplementary Figure 5).

### The miR-106b~25 cluster accelerates liver regeneration after PH

As demonstrated above, miR-92a, miR-25, miR-93, and miR-106b are associated with faster entry into the S and/or G2 phases. Interestingly, miR-25, miR-93, and miR-106b are members of the miR-106b~25 cluster located within about 0.5 kb on chromosome 12 (Fig. 6A). The miR-106b~25 cluster is reportedly overexpressed in human cancer, and it acts as an oncogene by targeting p21 and Bim^18^,^19^. In addition, its members modulate cell proliferation and differentiation and angiogenesis^20^,^21^. These findings led us to further pursue the role of the miR-106b~25 cluster in liver regeneration. Systemic administration of adeno-associated virus (AAV) vectors results in long-term, robust transgene expression with minimal toxicity and immune responses in several animal models^22^. Gain- or loss-of function studies were performed in the rat liver using AAV9 vectors expressing the miR-106b~25 cluster or sponges for this cluster, respectively. BRL cells transfected with a vector harboring the AAV9-miR-106b~25 cluster expressed more miR-25, miR-93, and miR-106b than cells transfected with the AAV9 cluster control vector, as assessed using real-time PCR (Fig. 6B). AAV9-miR-106b~25 sponges are transcripts with 6 repeated miRNA antisense sequences of miR-25, miR-93 and miR-106b (Fig. 6C). To assess whether the AAV9-miR-106b~25 sponge vectors were functional, we used an expression vector containing a gene encoding green fluorescent protein (GFP) with the miR-106b~25 sponge sequence added in the 3′ UTR of the gene encoding GFP (pAOV-GFP-sponges; Fig. 6D) and confirmed the effective binding of the miRNAs to the sponges. The miR-106b~25 cluster vector (pAOV-mCherry-cluster, Fig. 6D) expressed mCherry, miR-25, miR-93 and miR-106b. In 293 T cells cotransfected with pAOV-GFP-sponges and pAOV-mCherry-cluster or pAOV-mCherry-control, the intensity of the GFP with the sponges decreased relative to the control with overexpression of the miR-106b~25 cluster (Fig. 6E).

Next, 2 × 10^12^ viral particles of AAV9-miR-106b~25, AAV9-miR-sponge, and their controls were separately injected into rats via the tail vein (TV) (Fig. 7A), AAV9-miR-106b~25, AAV9-miR-sponge, and their controls are hereafter referred to as miR-cluster, miR-sponge, cluster-control and sponge-control, respectively. Ten days after TV injection, we performed 2/3 PH to induce liver regrowth. The expression of miR-106b~25 was analyzed in the livers of rats that were injected with miR-cluster using real time-PCR. We found that miR-106b, miR-93, and miR-25 levels remained higher after PH in the livers of rats injected with miR-cluster than in the livers of control rats; and miR-106b, miR-93 and miR-25 were significantly lower in the miR-sponge-treated rats than that in the controls, especially at 24h and 36 h after 2/3PH (Supplementary Figure 6). In control rats, we found that miR-106b, miR-93, and miR-25 levels also increased after 2/3 PH (Supplementary Figure 6). Liver regeneration was analyzed using Ki67 and BrdU staining. First, we selected the time point of 24 hours after 2/3 PH, which coincided with the peak of DNA synthesis. We found that rats injected with the miR-cluster showed a trend toward higher numbers of Ki67 and BrdU-positive nuclei in hepatocytes compared to their respective controls (P = 0.09 and 0.07, respectively). At the same time, rats injected with the miR-sponge exhibited significantly lower numbers of Ki67-, and BrdU-positive nuclei in hepatocytes at this timepoint (Fig. 7B). In addition, we also analyzed proliferation at 12 36, and 96 hours after 2/3 PH (Fig. 7C). As at 24 hours, we found a significant decrease in proliferation in rats injected with the miR-sponge at 36 hours after 2/3 PH. And miR-sponge-treated rats showed a significant decrease in proliferation than miR-1cluster-treated ones at 24 and 36 hours after 2/3 PH (Fig. 7C). These results indicated that miR-106b~25 is involved in liver regeneration, which is consistent with results suggesting that members of the miR-106b~25 cluster induce hepatocytes to enter more rapidly into S phase. Notably, we did not find any spontaneous proliferation of hepatocytes in miR-106b~25-overexpressing rats at 0 hours. Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), and total bilirubin (T.Bil) levels at 96 hours after PH were significantly higher in the miR-sponge group compared to the control group, and there were no significant differences observed among the four groups at other timepoints (Supplementary Figure 7). The liver /body weight ratio was significantly higher in the miR-cluster overexpressing rats than the controls at 36 h after 2/3PH, and this ratio remained lower in the sponge-treated rats than the controls from 24 h to 96 h after 2/3PH (Supplementary Figure 8).

### The miR-106b~25 cluster and its targets

We used the same samples that were used for the initial miRNA microarrays to perform an additional comparison of the mRNAs that differed between 1/3 and 2/3 PH at 24 hours after PH. Ingenuity Pathway Analysis (IPA) analyses were performed to identify targets of the miR-106b~25 cluster using the microarray data for the total mRNA and for the miRNAs at 24 hours after PH. Potential targets were matched to the 3 miRNAs to produce a target candidate list according to two principles, namely inverse expression and the potential mRNAs to be targets of miRNAs based on *in silico* analyses. Based on our functional data for miR-106b, -93, and -25, which were associated with the cell cycle (Fig. 5), we searched in our target candidate list for targets involved in cell cycle regulation. Several miRNA-mRNA pairs were identified (Supplementary Table 2). A total number of 11 and 16 miRNA–mRNA pairs were identified for miR-25 and miR-93 (miR-106b), respectively. For these focused targets, we first confirmed their expression in BRL and RH-35 cells using real-time PCR (Fig. 8A). The expression levels of RB1 and PTEN were downregulated following miR-106b and miR-93 transfection in both BRL and RH-35 cells, while the levels of CEBPA and KAT2B were downregulated after miR-25 transfection. Of them, PTEN was confirmed as a target of miR-93 and miR-106. Next, we chose RB1, CEBPA, and KAT2B for further confirmation using luciferase reporter assays (Fig. 8B). As shown in Fig. 8C, miR-106b and miR-93 expression significantly reduced the luciferase activities of RB1 reporters by 48% and 44%, respectively, and miR-25 reduced luciferase expression of KAT2B reporters by 41%. This repression was alleviated by mutating the miRNA-binding site in the 3′ UTR of the target gene. However, CEBPA reporter luciferase activities were not repressed by miR-25. The identified targets (RB1 and KAT2B) were further successfully validated by western blot analysis (Fig. 8D). Taken together, these results show that RB1 and KAT2B are targets of miR-106b/93 and miR-25, respectively. The similar result regarding RB1 was observed in the animal at 24 hours after PH (Fig. 8E). But there was no obvious difference about the expression of KAT2B in the livers at 24 hours after PH (data not shown), which could be explained by the more complex environment *in vivo* than that *in vitro*. To query the role of miR106b-25 on cyclins, we further detected the expression of Cdk6, Ccnb1, Ccnb2, Ccne1 and Cdc25 in the tissues of animals at all time-points using real-time PCR. We found that miR-106~25 can affect the expression of Ccnb1 and Cdc25 at 24 hours after PH (Supplementary Figure 9).

## Discussion

To investigate the relationships between miRNA profiles and liver mass deficits after PH and to identify the miRNAs that are linked to hepatocyte DNA replication, we compared the miRNA profiles after 2/3 PH with those after 1/3 PH. The patterns of miRNA expression after 1/3 and 2/3 PH were analyzed and characterized. Next, the differences between 1/3 and 2/3 PH were examined, and potentially important miRNAs were further investigated *in vitro* and *in vivo*. The main findings of this study can be summarized as follows: 1) Despite the lack of marked DNA replication, 1/3 PH also caused widespread changes in miRNA expression, and the number of altered-miRNAs increased after 2/3 PH but decreased after 1/3 PH; 2) More than half of the altered miRNAs were shared between 1/3 and 2/3 PHand changed with similar regulatory direction; 3) The miR-106b~25 cluster is essential for liver regeneration after 2/3 PH and influences the cell cycle by targeting KAT2B and RB1.

In contrast to our initial hypothesis that any miRNA expression changes after 1/3 PH would be relatively small, we found that the changes in miRNA expression after 1/3 PH relative to the normal liver were larger than those after 2/3 PH at 6 hours. At later time points, as we expected, the number of altered miRNAs increased after 2/3 PHbut decreased after 1/3 PH. In the first 6 hours, the liver initially responded to 1/3 PH with even more massive changes in miRNA expression (compared with 2/3 PH), although 1/3 PH did not result in DNA replication. We speculate that 2/3 PH causes excess injury or “shock” to the liver compared with 1/3 PH, and thus the early responses to 2/3 PH may be relatively attenuated. Most of the altered miRNAs during early liver regeneration may be involved in stress responses, nutrition and energy metabolism. At later times, the decision of whether to initiate a replicative response is performed to restore deficits in liver mass. Furthermore, to adequately restore liver mass loss, 2/3 PH requires that more hepatocytes enter the cell cycle than 1/3 PH, and thus the difference relative to normal liver increases after 2/3 PH and decreases after 1/3 PH. We featured the levels of miRNAs after 1/3 and 2/3 PH relative to normal livers and compared 2/3 PH to 1/3 PH.

Specificity toward liver growth and DNA replication seems to occur at or after approximately 12 hours after 2/3 PH, based on the Ki67 and BrdU analysis. The preferentially expressed miRNAs at 24 hours after 2/3 PH compared with 1/3 PH potentially promote the entry of quiescent hepatocytes into the cell cycle for liver growth. Thus, these significantly altered miRNAs were analyzed for their role in the cell cycle; these analyses showed that miR-25, miR-93, and miR~106b were associated with faster entry into the S and G2 phases. The miR-106b~25 cluster consists of these 3 mature miRNAs^23^, which are differentially expressed in human cancers and function as oncogenes in liver tumors^19^,^24^,^25^. As a cluster, miR-106b~25 induces an epithelial-to-mesenchymal transition and a tumor-initiating cell phenotype in human breast cancer by targeting Smad7^26^, and it increases the expression of Snail and enhances cell migration and invasion in non-small cell lung cancer^25^. miR-106b~25 cluster is also essential for neovascularization after hindlimb ischaemia in mice^21^. In the present study, the key role of the miR-106b~25 cluster during liver regeneration was investigated in a rat 2/3 PH model. Inhibition of miR-106b~25 hindered liver regrowth. However, overexpression of the miR-106b~25 cluster revealed a trend toward acceleration of liver growth, despite not reaching statistical significance. This lack of significance may be explained by 2/3 PH itself triggering the upregulation of miR-106b~25, so that endogenously produced miR-106b~25 may mask the effect of exogenous miR-106b~25 overexpression. Additionally, T.Bil plasma concentration at 96 hours after 2/3 PH was significantly higher in the miR-sponge group, reflecting loss of miR-106b~25 could delay recovery of liver function. Furthermore, we identified the targets of miR-106b~25, which contributed to the pro-cell cycle activity of hepatocytes. We identified RB1 and KAT2B as novel targets of miR-106b/93 and miR-25, respectively. RB1 is a negative regulator of the cell cycle and inhibits the G0-G1 transition. It interacts with E2F1 and represses its transcriptional activity, thereby resulting in cell cycle arrest^27^. KAT2B inhibits cell cycle progression and counteracts the mitogenic activity of the adenoviral oncoprotein E1A^28^,^29^. Thus, it is conceivable that up-regulation of the miR106b~25 cluster during PH is vital for the reentry of quiescent hepatocytes into the cell cycle for regrowth. Thus, this study may reveal a crucial molecular mechanism for the miRNA-based modulation of liver growth after PH in rats.

Aside from a growing body of evidence that miRNAs are involved in liver regeneration^30^, there are diverse mechanisms which participate in liver regeneration after PH. These include cytokine signaling, lipid and bile acid metabolism^31^,^32^. miRNAs are reported to effect liver regeneration through the crosstalk with cytokine signaling. Down-regulation of miR-23b contributes to activation of the TGF-b1/Smad3 signalling to terminate liver regeneration^33^. miR-376b is involved in the IL6 signaling transduction system to prime liver regeneration^34^. miRNAs can regulate lipid and bile acid metabolism which are involved in liver regeneration, thus the miRNAs may affect liver regeneration via lipid and bile acid. Our dataset has featured the levels of miRNAs after different mass deficits of liver and firstly used 1/3PH as control for 2/3PH to show the specific miRNAs are crucial to induce liver regeneration. This allows us to find a specific subset of miRNAs that has not been previously identified, such as miR-106b~25 cluster. Similarly, the set of the miRNAs may give indications for direction of further functional studies in liver regeneration.

In summary, this study characterized miRNA profiles during liver regeneration following 1/3 and 2/3 PH. Relative to normal liver, miRNA expression increases after 2/3 PH and decreases after 1/3 PH. Furthermore, 1/3 and 2/3 PH shared many common miRNAs, which changed with a similar regulatory direction under both treatments but with a lower magnitude in 1/3 PH. The different miRNA profiles following 1/3 and 2/3 PH provide a rich resource of miRNAs that may be involved in liver growth. Furthermore, miR-106b~25 promotes liver regeneration after PH, stimulating the rapid S-phase entry of hepatocytes by targeting KAT2B and RB1. Our findings indicate that modulation of miR-106b~25 may represent a new therapeutic approach to treat liver failure caused by hepatocyte injury.

## Materials and Methods

### Surgical Procedures

About 180 g male Sprague-Dawley rats were purchased from the Shanghai Animal Center (China). The left lateral lobe, which accounts for 30% of the total liver mass, was removed for 1/3 PH. In addition, 2/3 PH surgeries were performed as originally described^35^. The regenerating lobes (right lobes) were harvested 6, 12, 24, or 36 hours after surgery (3 rats/time point/type of surgery). The right lobes of 3 rats without PH were also harvested as the normal controls (Fig. 1). To avoid differences related to circadian rhythms in miRNA expression, liver harvest was performed between 8 a.m. and 12 p.m. All experimental procedures involving the animals were carried out according to the guideline of the National Institutes of Health for the care and use of laboratory animals, and the methods were approved by the Animal Care Committee of Zhejiang University.

### miRNA and mRNA microarray expression profiling and validation by real-time PCR

miRNA expression profiles were investigated in normal and remnant livers at the indicated time points using microarrays (Agilent Rat miRNA, 8*15 K, V16.0). Triplicate samples were examined at each time point for miRNA expression profiles using microarrays (Fig. 1), and one array for 1/3PH was excluded from the analysis because of poor quality control. mRNA microarrays (Affymetrix Rat 230 2.0) were only performed for the 24-hour post-PH samples to quickly match potential targets of interesting miRNAs. The results were validated using real-time PCR. For further detail, please refer to the Supplementary Materials and Methods.

### AAV9 preparation

The sequences of the miR-106b~25 cluster and sponges were artificially synthesized. We assumed that a fragment containing not only the miRNA precursor sequence but also tens of flanking bases would result in effective cleavage of the large primary miRNA product into mature miRNAs. The sponges of miR-106b~25 were designed to generate transcripts with repeated miRNA antisense sequences that could sequester miRNAs from their endogenous targets. All constructs were confirmed by sequencing. For more information, please refer to the Supplementary Materials and Methods.

### Cell cycle and apoptosis analysis, immunohistochemical staining and western blotting analysis, luciferase reporter assays and blood laboratory tests

Please refer to the Supplementary Materials and Methods.

## Additional Information

**Accession code:** The microarray data were deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE79983.

**How to cite this article**: Xu, X. *et al*. miRNA profiles in livers with different mass deficits after partial hepatectomy and miR-106b~25 cluster accelerating hepatocyte proliferation in rats. *Sci. Rep*. **6**, 31267; doi: 10.1038/srep31267 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
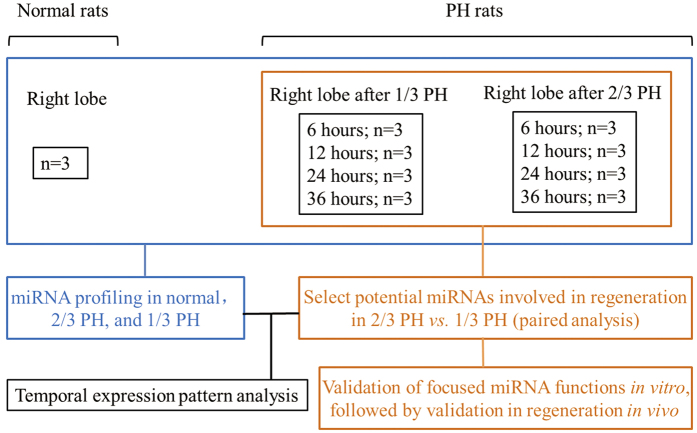
Experimental design. The right hepatic lobes of normal rats were harvested as the normal controls (n = 3). The 1/3 and 2/3 PH surgeries were performed (3 rats at each type of surgery at each time point) and the remnant livers (right lobes) were harvested at 6, 12, 24, and 36 hours post-PH.

**Figure 2:**
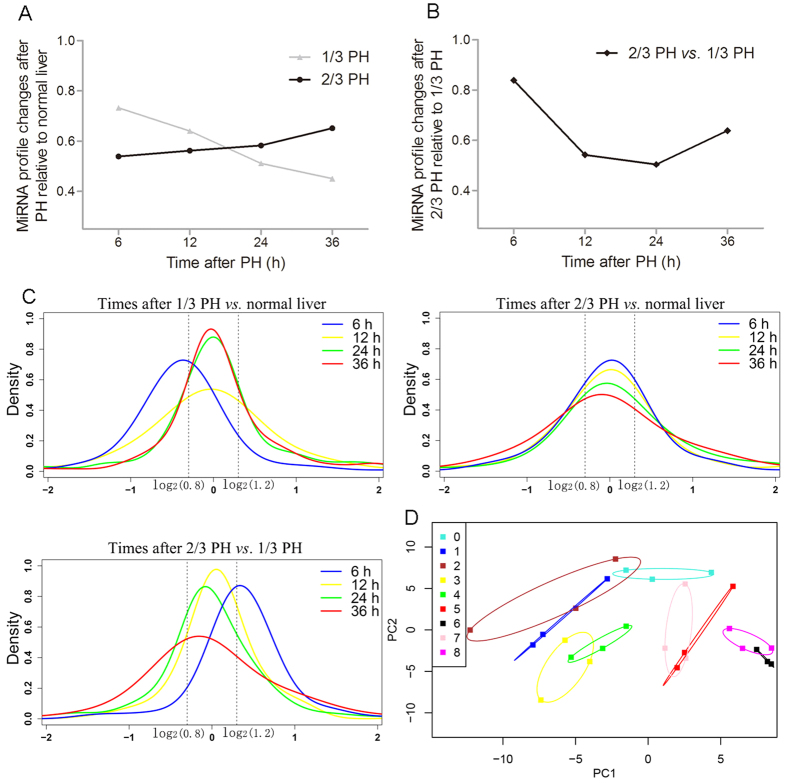
Similarities and differences in miRNA expression patterns after 1/3 and 2/3 PH. (**A**) The number of differentially expressed miRNAs after 1/3 and 2/3 PH compared to normal liver controls. (**B**) The number of preferentially expressed miRNAs after 2/3 PH compared to 1/3 PH. (**C**) Densities representing the distribution of all miRNAs at 6 (blue), 12 (yellow), 24 (green), and 36 hours (red) after PH; the dotted line indicates the threshold of a 1.2 fold-change. The distribution of miRNA changes at 6, 12, 24, and 36 hours showed a shift in 1/3 PH *vs* normal control and 2/3 PH *vs* 1/3 PH. (**D**) Principal component analysis of all investigated samples showed that 1/3 PH induced a fluctuation with a trend to close to that of normal liver over time, while 2/3 PH diverged away from normal liver. 0, normal liver; 1, 3, 5, and 7 represent 6, 12, 24, 36 and hours after 1/3PH, respectively; 2, 4, 6, and 8 represent 6, 12, 24, and 36 hours after 2/3PH, respectively.

**Figure 3:**
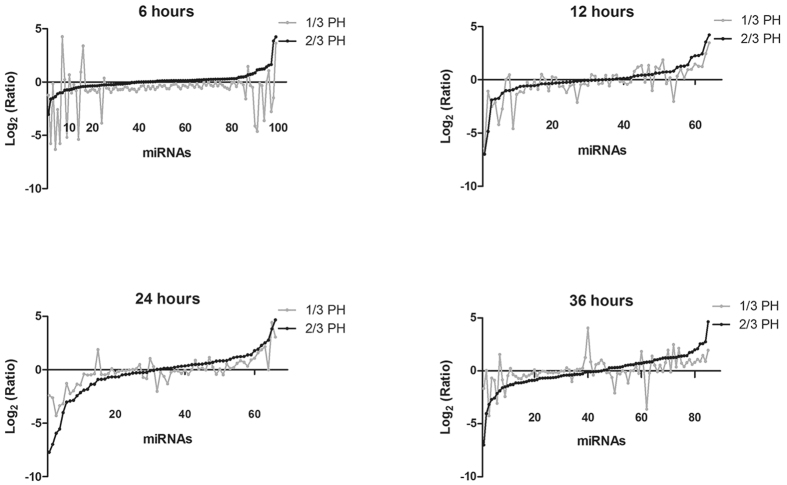
Similarities and differences in the miRNA expression patterns between 1/3 and 2/3 PH. The Log_2_ ratios of preferentially expressed miRNAs after 1/3 (gray line) and 2/3 PH (black line) relative to normal controls. First, miRNAs that are preferentially expressed after 2/3 PH relative to 1/3 PH were selected by fold change (<0.8-fold or >1.2-fold). The selected miRNAs were sorted by the Log_2_ (Ratio) values (2/3 PH relative to normal). Next the Log_2_ (Ratio) values of the same miRNAs after 1/3 PH were plotted. The data showed that up- or down-regulation of miRNA expression is of greater magnitude after 2/3 PH except at 6-hour time point.

**Figure 4:**
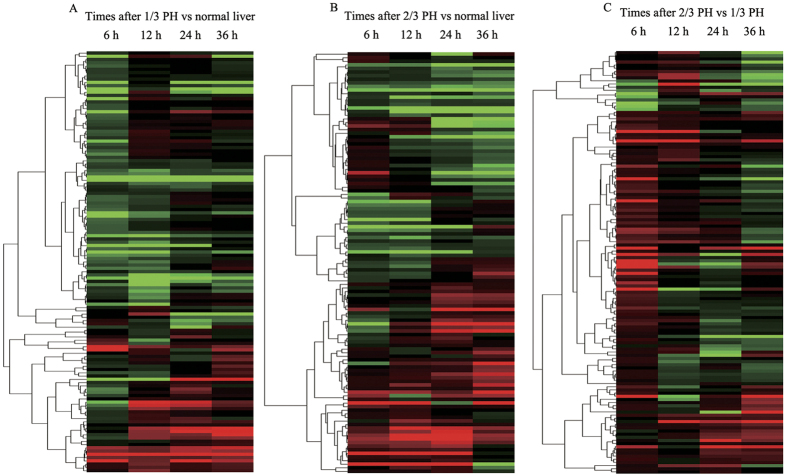
Heat maps of miRNA profiles. Heat map of miRNA changes after (**A**) 1/3 PH or (**B**) 2/3 PH samples relative to normal liver and (**C**) in 2/3 PH *vs*. 1/3 PH at the 4 different time points after PH. Increases in miRNA levels are indicated by red, green denotes a decrease, and no change in miRNA levels are indicated with black.

**Figure 5:**
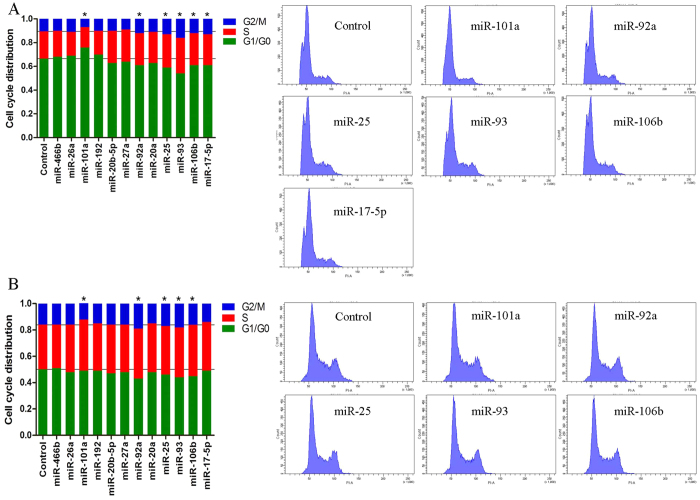
Cell cycle profiles affected by miRNAs. The cell cycle distribution was determined by flow cytometry in BRL (**A**) and RH-35 (**B**) cells transfected with the negative control or with candidate miRNA mimics for 48 hours. The data for all miRNAs were expressed as the mean of 3 independent experiments, which are shown in the left panels. Grid lines represent the cell cycle distribution of the control. *P < 0.05 compared with the negative control. Representative figures for miRNAs that had a significant effect on the cell cycle distribution are shown in the right panels.

**Figure 6:**
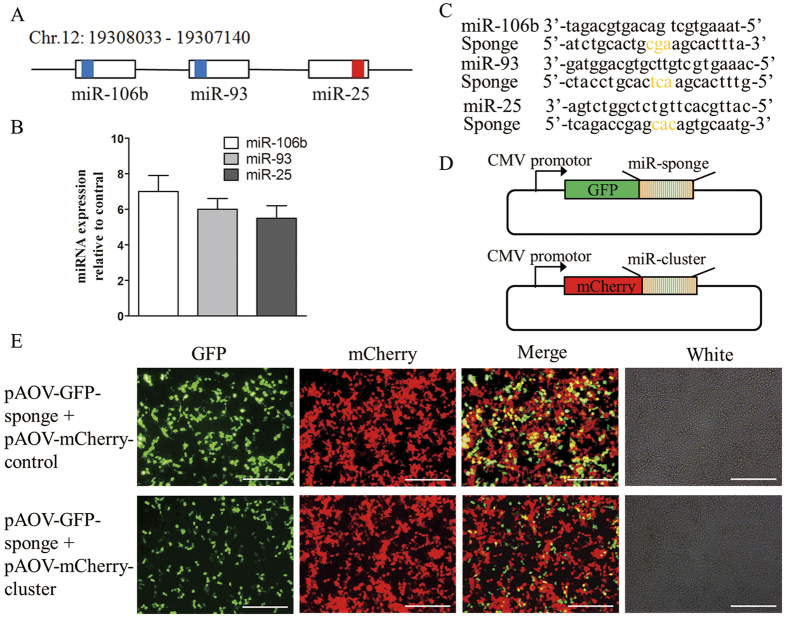
Generation of the AAV9-miR-106b~25 cluster or sponge and verification. (**A**) Schematic illustration of the miR-106b~25 cluster and the positions of the constituent miRNAs in the genome. The boxes represent the miRNA precursor sequences, with the colored sections showing the mature sequences, miRNAs sharing the same seed sequences are shaded with the same color. Chr, chromosome. (**B**) Real-time PCR revealed that BRL cells transfected with the AAV9-miR-106b~25 vector expressed much more miR-106b, miR-93 and miR-25 than did the cluster control vector after 2 days. (**C**) Sequences of miRNAs and sponges. The yellow indicates bulges in the sponge sequence. Base pair mismatches minimize the enzymatic degradation of the sponge-miRNA pair. (**D**) The pAOV-GFP-sponge vector contained the GFP gene and a 3′ UTR which consisted of 6 repeated sponges for miR-25, miR-93 and miR-106b, while the pAOV-mCherry-cluster vector contained the mCherry gene and the precursor sequences of miR-25, miR-93 and miR-106b. (**E**) In 293 T cells cotransfected with pAOV-GFP-sponges and pAOV-mCherry-cluster or pAOV-mCherry-control for 48 hours, the intensity of the GFP produced from the vector with the sponges decreased along with overexpression of the miR-106b~25 cluster compared to the control. Scale bar = 200 μm; original magnification 100×, Olympus.

**Figure 7:**
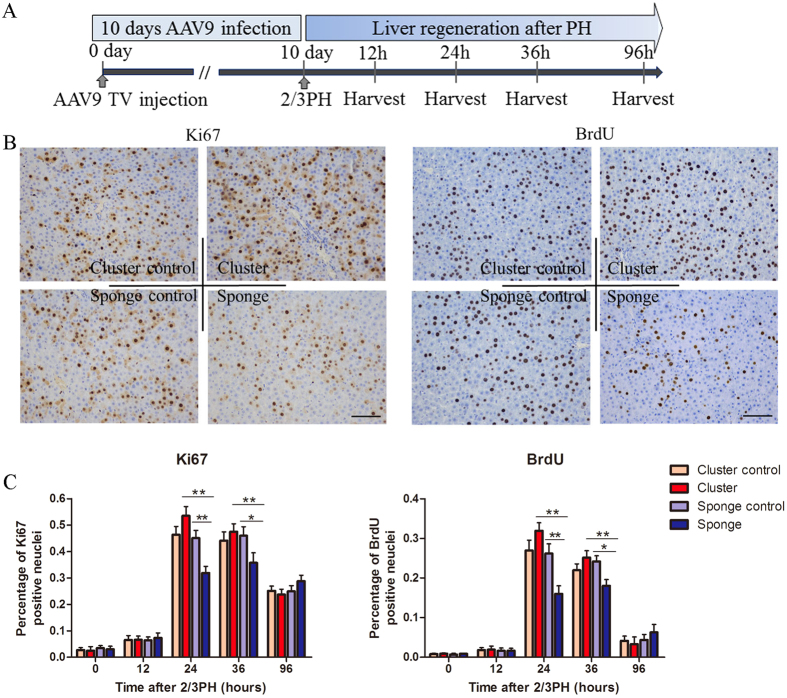
miR-106b~25 cluster association with liver regeneration after 2/3 PH. (**A**) Schematic representation of the experimental design. (**B**) Immunohistochemistry for Ki67 and BrdU showed that rats injected with the AAV9- miR-106b~25 cluster trended toward higher hepatocyte proliferation than rats injected with the AAV9-miR-cluster control, and exhibited significantly lower hepatocyte proliferation in rats with the AAV9-miR-sponge than rats with the AAV9-miR-sponge control. Scale bar = 100 μm; original magnification 200×, Olympus. (**C**) Quantification of Ki67, and BrdU-positive cells at 0, 12, 36, and 96 hours after 2/3 PH. The results represent findings obtained from 5 rats. Error bars represent the SEM. *P < 0.05 and **P < 0.005.

**Figure 8:**
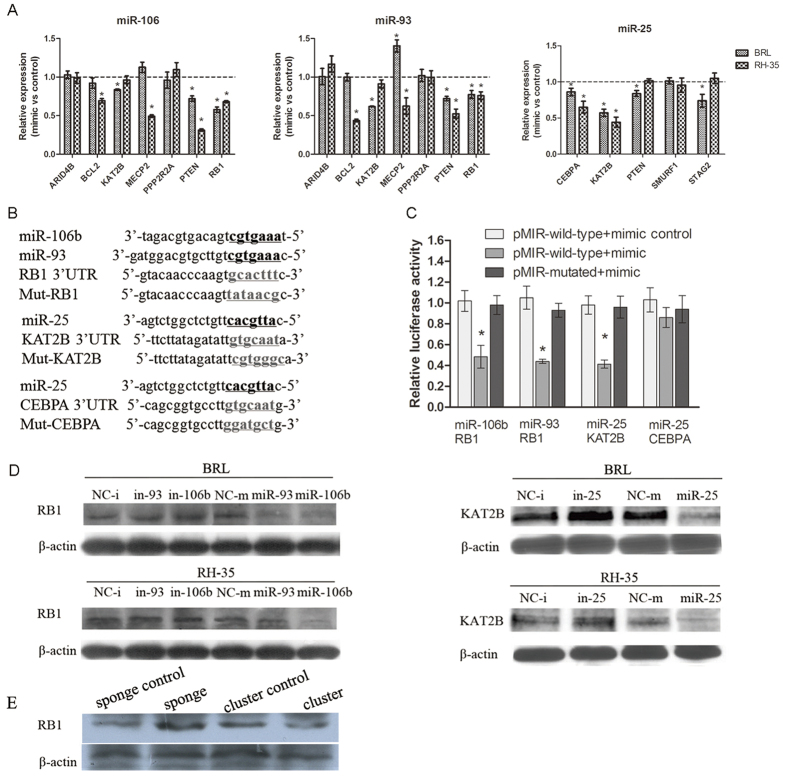
Validation of potential miRNA targets. (**A**) BRL and RH-35 cells were transfected with miR-106b, 93, and 25, and the mimic control was used as a control. After 48 hours, the potential target expression was monitored by real-time PCR and was represented as the expression level relative to the control. The data represent at least 3 independent experiments with SEM. *P < 0.05. (**B**) Schematic view of the miRNA binding sites in the 3′ UTRs of the RB1, KAT2B, and CEBPA genes and their corresponding mutated sites, which were constructed in a luciferase system. (**C**) HEK293T cells were cotransfected with 10 nmol/L miRNA mimics or with the control and different pMIR-constructs. After 48 hours, the cells were harvested and the luciferase activities analyzed. All Renilla luciferase activities were normalized against the firefly luciferase activity. The data represent at least 3 independent experiments with SEM. *P < 0.05. (**D**) miR-106b and miR-93 decreased the protein expression of RB1, and miR-25 decreased KAT2B as assessed by western blot analysis. Western bloting analyses of RB1 and KAT2B in BRL and RH-35 cells transfected miRNA mimics or inhibitors, actin was used as the loading control. (**E**) The representative expression of RB1 in the tissues of animals by western blotting at 24 hours after PH. RB1 was up-regulated by the spong for miR-106~25, and inhibited by miR-106~25.

How the deposited data were processed for this re-analysis (not part of the article)

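Liver miRNA was measured on 26 rat miRNA microarrays, 1 per rat, in 9 groups: normal liver and each operation at 6, 12, 24 and 36 hours, with 2 arrays at 6 hours after 1/3 PH and 3 in every other group. Groups and times follow the sample titles and the paper. The protocol label of the normal livers reads sham, and the source labels of some arrays give 13, 14, 25, 26, 37 or 38 hours where the titles give 12, 24 or 36. The authors scanned the arrays and extracted fluorescence intensity values for every spot with Agilent Feature Extraction 10.7.3.1, which subtracted the background and detrended the signal without normalization between arrays. The authors also deposited a table of log2 values for 699 features, 22 of them controls, which had been normalized between arrays: its 104 largest values are the same in all columns, and each column has 1 floor value for undetected miRNAs. Quantile normalization of the software's gene signals, with undetected miRNAs at 0.1, came close to that table (correlation 0.99998 and median absolute difference 0.011 over detected values, 40.1% of them within 0.01). The paper's text does not name the normalization or the test behind its P values, and its supplementary methods were not used here.

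Values were computed from the processed spot signal. Spots that the software had marked as non-uniform or population outliers were left out unless all spots of a probe were marked, the remaining spots of a probe were averaged, and the probes of a miRNA were summed (677 miRNAs, 1644 probes). Each array was divided by its 75th percentile over the 109 probes called well above background on most of their spots on all arrays, signals under the lowest signal of a probe well above background on the array were set to that value, and log2 was taken. A miRNA counted as detected by the software's own call. A comparison covered the miRNAs detected on every array of at least 1 of its groups, and folds under 0.8 or over 1.2, the paper's limits, counted as altered. Where a miRNA was detected on no array of a group, its fold is a bound, and a bound under 1 gave no fold, so that the miRNA stayed in the total as unaltered.

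Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8 were used. Differences of single miRNAs were tested with limma (lmFit and eBayes) in 1 fit of all arrays and 9 groups over the 144 miRNAs detected on every array of at least 1 group, with 12 contrasts and 2 interactions of operation and time, and Benjamini-Hochberg adjustment within each. The residual degrees of freedom were 17, the prior degrees of freedom 2.32 and the prior standard deviation 0.231 (log2). The p of a miRNA in the text comes from this fit. Correlations with time were tested by permutation of the arrays, two-sided, with 100000 resamples or exactly with fewer than 10 arrays, and adjusted over the 2 operations. Shares were set beside 1000 draws in which the residuals of whole arrays were resampled into unchanged groups of the same sizes with the same normal livers, with the central 95% as range. Principal components were taken from centred log2 values. Named miRNAs are the 12 of Fig. 5, those the paper cites from other work if detected (miR-221 and miR-23b were detected, both arms of miR-376b on no array), and those chosen by size: for 24 hours of 2/3 PH against 1/3 PH the 5 largest increases and decreases, for other comparisons the 2 largest each way, by log2 fold change among those with an adjusted p under 0.05, detected on every array of both groups and with no overlap between groups, and by the same rule up to 2 each way by their bound.

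The comparisons, their tests, the rule for named miRNAs and the alternatives were set before the data were examined, except scan day as a fixed block, which was added after the scan days were found in the file headers. Alternatives were no scaling, the 75th percentile over all probes, quantile normalization, normexp background correction (offset 50, on the median spot and background signals, since the files hold no mean signal), the software's total gene signal, the brightest probe, the deposited log2 values, filters on detection on at least 1 or on every array, linear means, a floor of 1 signal unit, folds under 0.5 or over 2, slide as a random or fixed block, fits of only the groups compared, eBayes with trend, unadjusted p, unit variance in the principal components, and leaving out each array in turn. The consensus correlation of arrays on 1 slide was 0.195. Slide as a fixed block was fitted where the contrast could be estimated.

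The procedure was tested on simulated data. With 30 of 144 miRNAs changed by log2 1 in 20 simulations, limma recovered 75.7% in the comparison of the operations at 24 hours, with 4.4% of its calls false. At 6 hours after 1/3 PH against normal liver it recovered 69.0%, with 3.0% false. The noise was drawn for each miRNA on its own, without effects shared by an array, slide or scan day. These rates therefore need not hold for the real arrays, which carry such effects. A share of altered miRNAs made at 30.5%, in values without spread between arrays, was found at 30.5%. This checks only the counting, and not how spread between arrays changes a share. Signal over background sets which miRNAs could be compared, and the number of arrays limits the precision. The gene order around the miRNAs was taken from the rat annotation GRCr8, and no genome coordinates are given, since the arrays were designed on an earlier assembly. The real-time PCR, cell line and virus experiments are not analysed here.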

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

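The tests with scan day as a fixed block, that of the slides for miR-18a, and the regrouping of the arrays were chosen only after the results were seen. Slide as a fixed block was an alternative set beforehand, but its use as a test of miR-34a was chosen after the result was seen.

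For miR-93, 1 miRNA in all (12 at an unadjusted p under 0.05), limma found a difference between the operations that changed from 6 to 24 hours. The log2 difference between 2/3 PH and 1/3 PH was -0.24 at 6 hours, with the 2/3 PH array higher in 1 of 6 pairs, and 0.87 at 24 hours, with it higher in 9 of 9, which gives a change of 1.11 (adjusted p = 0.00212). The call of miR-93 held with any 1 array left out (adjusted p up to 0.0497), and 2 miRNAs passed without m70B or without m5m. It held under 6 of 11 alternatives (adjusted p from 0.00117 to 0.994). A floor of 1 signal unit, which is not among these 11, gave 1 call that was not miR-93. With normexp background correction the change of miR-93 was -0.30. That correction lowered the median change of all miRNAs from 0.066 to -0.44 and narrowed their SD from 0.48 to 0.27, so that miR-93 still lay 0.14 above the median, where it lay 1.04 above it before. The shift common to all miRNAs does not turn the sign alone, but together with this smaller distance from the median, which shrank more in proportion than the SD. A fit with scan day as a fixed block gave 1.05 (adjusted p = 0.00842) and kept the 1 call, which argues against scan days as the whole cause. Slides were tested on the 7 miRNAs of Fig. 5 that were higher on all 2/3 PH arrays at 24 hours, miR-93 among them. On the slide that the 2/3 PH arrays of 24 hours shared with the 1/3 PH arrays of 36 hours, their median log2 difference was 0.893 (0.39 to 0.975, higher in 9 of 9 pairs for each), which argues against the slide as the whole cause, although these arrays differ in time as well as in operation. The 75th percentile over all probes turned 2 of the 7, miR-25 and miR-106b, at 24 hours, where it shifted the median of all miRNAs by -0.43. The background correction, the low number of arrays at 6 hours after 1/3 PH and an effect of the larger resection that grows with time stay open, the last of them untested.

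The same test between 6 and 36 hours passed for 6 miRNAs (17 at an unadjusted p under 0.05). The change was 1.52 for miR-15b and 1.40 for miR-93 (adjusted p = 5.32e-05 for both), 1.38 for miR-34a (adjusted p = 0.019), 0.93 for miR-106b (adjusted p = 0.0196), -0.58 for miR-10a-5p (adjusted p = 0.0315) and -0.62 for miR-26a (adjusted p = 0.0345). At 36 hours the operations were separated in all 9 pairs of arrays for each of the 6. At 6 hours, with 3 arrays against 2, the difference passed the threshold for 0 miRNAs in limma (3 unadjusted). The 75th percentile over all probes turned miR-10a-5p (1.18) and miR-26a (1.13), but it raised the median change of all miRNAs by 1.75 and left their SD at 0.54, so this turn is a shift common to all miRNAs. Under the other scalings all 6 kept their direction. The calls of miR-15b and miR-93 held with any 1 array left out. That of miR-106b was lost without m62 (adjusted p = 0.185), m47 (0.0574), m37B (0.0553) and m39B (0.052), and that of miR-34a without m62 (0.0561), m64 (0.0981), m46 (0.0558) and m37B (0.0553). For miR-10a-5p this happened without m62 (0.206), m64 (0.0981), m70B (0.0723), m76 (0.0622), m46 (0.0672), m47 (0.0621), m37B (0.0553) and m39B (0.0925). For miR-26a it happened without m62 (0.206), m64 (0.1), m67 (0.0806), m76 (0.096), m45B (0.0757), m46 (0.0672), m47 (0.0586), m37B (0.132) and m39B (0.0881). The count was 2 without m62 or m37B and 3 without m64, m46, m47 or m39B.

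No scan day held arrays of both operations at 36 hours, so a fit with scan day compares them through the other groups. With scan day as a fixed block 4 of the 6 changes kept the threshold, which argues against scan days as the whole cause for these. They were miR-93 (1.48, adjusted p = 0.00016), miR-15b (1.67, adjusted p = 0.00016), miR-34a (1.56, adjusted p = 0.0111) and miR-106b (0.92, adjusted p = 0.0228). Their adjusted p ran over all alternatives from 3.63e-05 to 0.998, from 1.65e-05 to 0.969, from 0.00225 to 0.998 and from 0.00859 to 0.998. For the 2 others, miR-10a-5p (-0.44, adjusted p = 0.132) and miR-26a (-0.50, adjusted p = 0.142), with adjusted p from 0.00341 to 0.998 over the alternatives of each, a growing difference between the operations and a difference between scan days cannot be told apart, since both estimates shrank. An effect of the resection that changes with time is the biological explanation, and it was not tested beyond this.

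At 36 hours limma found 22 miRNAs that differed between the operations (34 at an unadjusted p under 0.05), 15 higher and 7 lower after 2/3 PH. The paper's text names single miRNAs at this time only from real-time PCR after 2/3 PH, and 4 of those, miR-106b, miR-93, miR-25 and miR-92a, are among the 22. The count was 11 without m46 or m39B, 8 without m47 and 7 without m37B. Relative to the scaling used, the median of all miRNAs in this comparison shifted by 0.58 with normexp background correction (1 call), by 0.49 with the 75th percentile over all probes (5 calls, all among the 22) and by -0.13 without scaling (0 calls in limma, 8 unadjusted). The deposited values gave 10 calls, 8 of them among the 22, and slide as a random block 9, all among the 22. Fitting scan day as a fixed block left 13 calls, 10 of them among the 22, which argues against scan days as the whole cause for these 10. The largest was miR-15b, at log2 1.33 (adjusted p = 1.62e-06, higher in 9 of 9 pairs), and with scan day 1.51 (adjusted p = 3.47e-05, from 1.2e-07 to 0.396 over all alternatives). For the other 12, a difference between the operations and one between scan days cannot be told apart. One of these is miR-26a, at log2 -0.55 (adjusted p = 0.00333, lower in 9 of 9 pairs), which with scan day was -0.43 (adjusted p = 0.0782, from 5.44e-05 to 0.963 over all alternatives). Both calls held with any 1 array left out. Regrouping these arrays 3 against 3 has 10 groupings and could not exclude chance whatever it gave, so nothing rests on it. An effect of the larger resection at this time stays open and untested.

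Outside the 12 miRNAs of Fig. 5, miR-18a was higher at 24 hours after 2/3 PH than after 1/3 PH, at log2 1.29 (adjusted p = 0.0345), higher in 9 of 9 pairs and detected on all 6 arrays. The paper's text does not name it, and its supplementary tables were not used here. The size of the difference rests on values at the floor, since of the 1/3 PH arrays m23 lay at the floor of its array and m20 and m24 only 0.059 and 0.17 above theirs on the log2 scale. It did not pass without m23 (adjusted p = 0.0617), m24 (0.254), m26 (0.161), m29B (0.12) or m31B (0.0627), arrays of the 2 groups compared. Every alternative kept it higher (0.30 to 1.81), and 2 of 12, quantile normalization and eBayes with trend, kept the threshold (adjusted p from 1.27e-07 to 1.0 over all). Scan day as a fixed block gave 1.18 (adjusted p = 0.0764), so a difference between scan days cannot be told apart from one between the operations. Within the slide that held the 2/3 PH arrays of 24 hours, these lay 1.034 above the 1/3 PH arrays of 36 hours, but miR-18a was detected on only 1 of those 3, near the floor, so a difference between slides cannot be told apart either. An effect of the larger resection stays open and untested.

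Against normal liver, miR-34a was higher at 36 hours after 2/3 PH, at log2 1.85 (adjusted p = 2.4e-06), higher in 9 of 9 pairs and detected on all 6 arrays, and the paper's text does not name it. The call held with any 1 array left out and under 12 of 14 alternatives (1.11 to 1.94), with adjusted p from 1.1e-06 to 0.0648. It was lost without scaling between arrays (0.0569) and with the 75th percentile over all probes (0.0648). The value was 1.94 with scan day as a fixed block (adjusted p = 4.33e-06), and with slide as a fixed block 1.783 (adjusted p = 0.00118), which argues against either as the whole cause. For the count of 27 miRNAs to which it belongs, regrouping 3 arrays against 3 could not exclude chance whatever it gave, and the adjusted p values above do not depend on it. A response to the resection may explain it, as a hypothesis found and tested on the same arrays.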

How the results depend on the processing

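The tests with scan day as a fixed block were chosen only after the results were seen. Over 103 results and their alternatives, 757 of 1262 values kept their direction and their side of the threshold, or, without a test, stayed within the spread between arrays or, for a count, within 1.5 times its value. A further 198 kept the direction and lost the threshold, 5 gained it, 269 moved by more than these limits and 33 changed sign. In this sense alternatives left 4 results unmoved throughout. These were the absence of a trend with time in the distance over all miRNAs after 1/3 PH (r from -0.57 to -0.25), the number of miRNAs altered at 1 or more times after 2/3 PH (112, and 91 to 147 over the alternatives), the median correlation between times after 2/3 PH (0.37 to 0.63), and the lack of a call for miR-101a at 24 hours between the operations (log2 fold change from -0.67 to -0.0090). Among the miRNAs past the threshold, the higher miR-34a at 36 hours after 2/3 PH held under 12 of 14 alternatives (1.11 to 1.94) and the higher miR-15b at 36 hours between the operations under 12 of 13 (0.96 to 1.82). The higher miR-93 at 24 hours between the operations kept its direction under 12 alternatives (0.30 to 0.94) and the threshold under 6 of them. At the same time miR-17-5p and miR-20b-5p kept the threshold under 3 alternatives each, and miR-18a under 2.

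Several alternatives moved the log2 fold changes of all miRNAs together. Relative to the scaling used, the median shifted most with the 75th percentile over all probes, by 1.19 at 6 hours and -1.05 at 12 hours after 1/3 PH, and by -1.27 at 6 hours between the operations. Normexp background correction shifted it by 0.48 and 0.56 at 6 and 36 hours after 2/3 PH, no scaling by -0.75 at 12 hours after 1/3 PH, and the deposited values by -0.27 and -0.25 at 6 and 12 hours after 1/3 PH. Fewer miRNAs, fewer arrays and stricter limits change counts by their own construction. For the other changes below, the cause was not tested. The values of miR-466b at 24 hours between the operations are given only because their sign turned. It was detected on 0 of 3 arrays of 2/3 PH and its signals lay near the floor, so none of them is a fold, and the -4.93 of the deposited values sets undetected values at 1 floor against detected ones. In what follows, a count of 0 from limma has the count at an unadjusted p under 0.05 in brackets.

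Without scaling between arrays, the share of altered miRNAs was 86.7% after 1/3 PH at 12 hours, 46.1% and 57.0% after 2/3 PH at 12 and 36 hours, and 32.5%, 71.2%, 30.5% and 55.6% between the operations at the 4 times. Its correlation with time was 0.60 after 2/3 PH. Raised among the altered miRNAs were 15.8% after 2/3 PH at 6 hours and 2.63% between the operations at 6 hours. The median log2 fold change was -0.12 after 2/3 PH at 6 hours and -0.21 between the operations at 6 hours. A larger ratio after 2/3 PH was found for 52.6% and 5.95% at 6 and 12 hours. Of miRNAs altered after either operation, those changed the same way were 45.2% and 25.3% at 12 and 36 hours. Of those altered after both, the part changed the same way was 94.6% at 12 hours. Distance on 2 components correlated with time at -0.29 after 1/3 PH and -0.067 after 2/3 PH. The number changing direction was 26 after 1/3 PH. Past limma's adjusted threshold were 0 (7) after 1/3 PH at 24 hours, 0 (16), 0 (13) and 1 after 2/3 PH at 12, 24 and 36 hours, 0 (3) and 0 (8) between the operations at 24 and 36 hours, 0 (4) for the change from 6 to 24 hours, and 0 (3) for the change from 6 to 36 hours. Without adjustment the number was 3 between the operations at 24 hours. Of the 12 miRNAs of Fig. 5, limma called 0 (1) adjusted over all tested, 0 adjusted over the list alone, and 1 without adjustment. The log2 fold change took the opposite sign for miR-27a (-0.020) at 24 hours between the operations.

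With the 75th percentile over all probes, the share of altered miRNAs was 93.9%, 93.8% and 77.4% after 1/3 PH at 6, 12 and 36 hours, 53.1% and 70.5% after 2/3 PH at 12 and 24 hours, and 97.4%, 92.4%, 67.2% and 69.9% between the operations at the 4 times. The correlation of this share with time was 0.073 after 2/3 PH. The part of the altered miRNAs that were raised was 100% after 1/3 PH at 6 hours, 25.7% after 2/3 PH at 6 hours, and 0% between the operations at 6 hours. All miRNAs compared had a median log2 fold change of 1.19 after 1/3 PH at 6 hours and -1.30 between the operations at 6 hours. The share with a larger ratio after 2/3 PH was 3.51%, 2.75% and 32.3% at 6, 12 and 36 hours. Changed the same way, of miRNAs altered after either operation, were 4.76%, 54.2% and 17.0% at 6, 12 and 24 hours. Of those altered after both, the part changed the same way was 18.8%, 95.6%, 81.8% and 67.9% at the 4 times. The distance on 2 components had a correlation with time of -0.58 after 1/3 PH and -0.12 after 2/3 PH. Distance over all miRNAs correlated with time at 0.34 after 2/3 PH. Changing direction were 115 after 1/3 PH and 26 after 2/3 PH. The number past limma's adjusted threshold was 39, 14 and 0 (2) after 1/3 PH at 6, 12 and 24 hours, 0 (7), 0 (13) and 0 (15) after 2/3 PH at 12, 24 and 36 hours, 89, 0 (1) and 5 between the operations at 6, 24 and 36 hours, and 54 for the change from 6 to 36 hours. Without adjustment the number was 1 between the operations at 24 hours. From Fig. 5 limma called 0 (0) adjusted over all tested, 0 adjusted over the list alone, and 0 without adjustment. A reversed log2 fold change was found for miR-466b (-0.33), miR-27a (-0.37), miR-25 (-0.043) and miR-106b (-0.098) at 24 hours between the operations, and miR-10a-5p (1.18) and miR-26a (1.13) for the change from 6 to 36 hours.

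After quantile normalization between arrays, the share of altered miRNAs was 29.8% after 1/3 PH at 6 hours, 48.2% after 2/3 PH at 36 hours, and 31.4% and 26.7% between the operations at 12 and 24 hours. Raised among the altered miRNAs were 43.6% after 1/3 PH at 6 hours, 31.6% after 2/3 PH at 6 hours, and 62.1% between the operations at 6 hours. The median log2 fold change was -0.081 after 1/3 PH at 6 hours and 0.043 between the operations at 6 hours. Of miRNAs altered after either operation, those changed the same way were 33.9%, 46.97% and 37.7% at 6, 12 and 24 hours. A larger ratio after 2/3 PH was found for 18.9% at 12 hours. Of those altered after both, the part changed the same way was 92.3% at 36 hours. Distance on 2 components correlated with time at -0.37 after 1/3 PH and 0.47 after 2/3 PH. The number changing direction was 12 after 1/3 PH. limma called 10 and 0 (13) after 1/3 PH at 12 and 24 hours, and 15 after 2/3 PH at 24 hours. Among the 12 miRNAs of Fig. 5 there were 5 adjusted over all tested. The log2 fold change took the opposite sign for miR-466b (-0.067) at 24 hours between the operations.

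With normexp background correction, the share of altered miRNAs was 5.34%, 72.7%, 3.101% and 3.008% after 1/3 PH at the 4 times, 71.9%, 12.5%, 11.5% and 74.1% after 2/3 PH at the 4 times, and 67.5%, 59.3%, 6.11% and 75.2% between the operations at the 4 times. Its correlation with time was 0.24 after 2/3 PH. The part of the altered miRNAs that were raised was 85.7% after 1/3 PH at 6 hours, 97.8% after 2/3 PH at 6 hours, and 98.7% between the operations at 6 hours. All miRNAs compared had a median log2 fold change of 0.53 after 2/3 PH at 6 hours and 0.42 between the operations at 6 hours. The share with a larger ratio after 2/3 PH was 98.7%, 0% and 100% at 6, 12 and 36 hours. Changed the same way, of miRNAs altered after either operation, were 4.21%, 16.0%, 17.7% and 4.00% at the 4 times. The distance on 2 components had a correlation with time of -0.31 after 1/3 PH and 0.10 after 2/3 PH. Distance over all miRNAs correlated with time at 0.11 after 2/3 PH. Changing direction were 1 after 1/3 PH and 3 after 2/3 PH. The median correlation between times was 0.27 after 1/3 PH. Past limma's adjusted threshold were 0 (10) and 0 (0) after 1/3 PH at 12 and 24 hours, 0 (8), 0 (7) and 3 after 2/3 PH at 12, 24 and 36 hours, 0 (4) and 1 between the operations at 24 and 36 hours, 0 (1) for the change from 6 to 24 hours, and 0 (2) for the change from 6 to 36 hours. Without adjustment the number was 4 between the operations at 24 hours. Of the 12 miRNAs of Fig. 5, limma called 0 (3) adjusted over all tested, 2 adjusted over the list alone, and 3 without adjustment. A reversed log2 fold change was found for miR-338 (0.050) at 12 hours after 2/3 PH, miR-378* (0.53), miR-378 (0.005) and miR-338 (0.58) at 36 hours after 2/3 PH, miR-181a (0.54) and miR-338 (0.51) at 36 hours between the operations, and miR-93 (-0.30) for the change from 6 to 24 hours.

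From the total gene signal, the share of altered miRNAs was 29.0% after 1/3 PH at 6 hours and 33.6% between the operations at 24 hours. Raised among the altered miRNAs were 25.6% after 2/3 PH at 6 hours. The median log2 fold change was -0.053 after 2/3 PH at 6 hours. Of miRNAs altered after either operation, those changed the same way were 44.2% and 32.5% at 12 and 24 hours. A larger ratio after 2/3 PH was found for 81.8% at 24 hours. Distance on 2 components correlated with time at -0.006 after 1/3 PH. The number changing direction was 11 after 1/3 PH and 23 after 2/3 PH. The number past limma's adjusted threshold was 0 (15) after 1/3 PH at 24 hours, 1 after 2/3 PH at 6 hours, and 1 between the operations at 24 hours. From Fig. 5 limma called 1 adjusted over all tested. The log2 fold change took the opposite sign for miR-466b (-0.42) at 24 hours between the operations. From the brightest probe of each miRNA, the share of altered miRNAs was 28.2% and 31.0% after 1/3 PH at 6 and 24 hours, 34.4% after 2/3 PH at 6 hours, and 14.5% and 21.4% between the operations at 6 and 24 hours. The correlation of this share with time was 0.64 after 2/3 PH. The part of the altered miRNAs that were raised was 86.5% after 1/3 PH at 6 hours. All miRNAs compared had a median log2 fold change of 0.066 after 1/3 PH at 6 hours. The share with a larger ratio after 2/3 PH was 52.9%, 82.1% and 80.7% at 6, 24 and 36 hours. Changed the same way, of miRNAs altered after either operation, were 41.6% at 24 hours. The distance on 2 components had a correlation with time of -0.30 after 1/3 PH and 0.57 after 2/3 PH. Distance over all miRNAs correlated with time at 0.52 after 2/3 PH. limma called 0 (13) after 1/3 PH at 24 hours, 1 after 2/3 PH at 6 hours, and 1 between the operations at 24 hours. Among the 12 miRNAs of Fig. 5 there were 1 adjusted over all tested. A reversed log2 fold change was found for miR-338 (0.063) at 24 hours after 2/3 PH.

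In the authors' deposited log2 values, the share of altered miRNAs was 58.8% and 38.0% after 1/3 PH at 6 and 24 hours, 47.7%, 47.7%, 56.1% and 63.0% after 2/3 PH at the 4 times, and 51.3%, 45.8%, 41.2% and 57.9% between the operations at the 4 times. Its correlation with time was -0.62 after 1/3 PH. Raised among the altered miRNAs were 20.8% after 1/3 PH at 6 hours and 78.3% between the operations at 6 hours. The median log2 fold change was -0.27 after 1/3 PH at 6 hours and 0.18 between the operations at 6 hours. A larger ratio after 2/3 PH was found for 35.0%, 22.2%, 79.6% and 79.2% at the 4 times. Of miRNAs altered after either operation, those changed the same way were 43.8%, 44.2% and 35.8% at 6, 24 and 36 hours. Of those altered after both, the part changed the same way was 86.0%, 92.7% and 85.0% at 12, 24 and 36 hours. Distance on 2 components correlated with time at -0.29 after 1/3 PH and -0.45 after 2/3 PH. Distance over all miRNAs correlated with time at -0.30 after 2/3 PH. Changing direction were 27 after 1/3 PH and 31 after 2/3 PH. Past limma's adjusted threshold were 0 (10) after 1/3 PH at 24 hours, 1, 12 and 15 after 2/3 PH at 12, 24 and 36 hours, 0 (12) and 10 between the operations at 24 and 36 hours, 0 (20) for the change from 6 to 24 hours, and 3 for the change from 6 to 36 hours. Of the 12 miRNAs of Fig. 5, limma called 0 (7) adjusted over all tested. The log2 fold change took the opposite sign for miR-466b (-4.93) at 24 hours between the operations.

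Counting miRNAs detected on at least 1 array, the share of altered miRNAs was 30.0% and 29.6% after 1/3 PH at 6 and 24 hours, 36.2% and 49.7% after 2/3 PH at 6 and 36 hours, and 36.6% and 26.4% between the operations at 12 and 24 hours. The correlation of this share with time was 0.55 after 2/3 PH. The part of the altered miRNAs that were raised was 77.8% after 1/3 PH at 6 hours. All miRNAs compared had a median log2 fold change of 0.060 after 1/3 PH at 6 hours. Changed the same way, of miRNAs altered after either operation, were 38.3% and 34.2% at 24 and 36 hours. The share with a larger ratio after 2/3 PH was 68.8% at 36 hours. The distance on 2 components had a correlation with time of -0.22 after 1/3 PH and 0.24 after 2/3 PH. Distance over all miRNAs correlated with time at 0.088 after 2/3 PH. Altered at 1 or more times were 136 after 1/3 PH. The number past limma's adjusted threshold was 0 (17) after 1/3 PH at 24 hours and 4 after 2/3 PH at 12 hours. Counting only miRNAs detected on every array of both groups, the share of altered miRNAs was 19.3% and 23.7% between the operations at 12 and 24 hours. Raised among the altered miRNAs were 61.5% after 1/3 PH at 6 hours. A larger ratio after 2/3 PH was found for 52.9% and 92.5% at 6 and 36 hours. Of miRNAs altered after either operation, those changed the same way were 42.9% at 12 hours. Distance on 2 components correlated with time at -0.18 after 1/3 PH. limma called 3 after 2/3 PH at 6 hours, 1 between the operations at 24 hours, and 0 (9) for the change from 6 to 24 hours. From Fig. 5 limma called 1 adjusted over all tested.

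From ratios of linear means, the share of altered miRNAs was 26.7% between the operations at 24 hours. Changed the same way, of miRNAs altered after either operation, were 47.1% and 38.2% at 12 and 24 hours. With a floor of 1 signal unit, the share of altered miRNAs was 31.3% after 1/3 PH at 6 hours and 31.3% between the operations at 24 hours. The part of the altered miRNAs that were raised was 48.8% after 1/3 PH at 6 hours. The share with a larger ratio after 2/3 PH was 17.1% at 12 hours. Of miRNAs altered after either operation, those changed the same way were 36.5% at 24 hours. limma called 12 at 12 hours after 1/3 PH, 5 at 6 hours after 2/3 PH and 2 between the operations at 24 hours. The 1 call at 24 hours after 1/3 PH was lost, and the 1 call for the change from 6 to 24 hours was not miR-93. With folds under 0.5 or over 2 as altered, a stricter limit, the share of altered miRNAs was 2.29%, 3.13%, 2.33% and 1.504% after 1/3 PH at the 4 times, 0.78%, 1.56%, 9.35% and 13.3% after 2/3 PH at the 4 times, and 1.71%, 0%, 2.29% and 4.51% between the operations at the 4 times. With miRNAs scaled to unit variance, the distance on 2 components had a correlation with time of -0.41 after 1/3 PH and 0.55 after 2/3 PH. Distance over all miRNAs correlated with time at 0.61 after 2/3 PH.

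With slide as a random block, past limma's adjusted threshold were 10 and 0 (20) after 1/3 PH at 12 and 24 hours, 16 after 2/3 PH at 24 hours, and 1 and 9 between the operations at 24 and 36 hours. Among the 12 miRNAs of Fig. 5 there were 1 adjusted over all tested. With slide as a fixed block, the number past limma's adjusted threshold was 0 (34) and 0 (11) after 1/3 PH at 12 and 24 hours, and 0 (20) and 12 after 2/3 PH at 12 and 36 hours. With scan day as a fixed block, limma called 2 after 1/3 PH at 24 hours, and 1 and 13 between the operations at 24 and 36 hours. Of the 12 miRNAs of Fig. 5, limma called 1 adjusted over all tested. A reversed log2 fold change was found for miR-466b (-0.16) at 24 hours between the operations. Fitting only the arrays of the 2 groups compared, which leaves fewer arrays, past limma's adjusted threshold were 0 (18) and 2 after 1/3 PH at 12 and 24 hours, 0 (20) and 15 after 2/3 PH at 12 and 24 hours, and 0 (13) between the operations at 24 hours. From Fig. 5 limma called 0 (7) adjusted over all tested. With a trend in eBayes, the number past limma's adjusted threshold was 1 after 2/3 PH at 6 hours. At an unadjusted p under 0.05 in place of the adjusted one, limma called 8, 38, 16 and 7 after 1/3 PH at the 4 times, 15, 26 and 49 after 2/3 PH at 6, 12 and 36 hours, 3, 9, 15 and 34 between the operations at the 4 times, 12 for the change from 6 to 24 hours, and 17 for the change from 6 to 36 hours.

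With 1 array left out, shares of altered miRNAs ran from 24.6% (without m65) to 36.6% (without m79) at 6 hours after 1/3 PH, from 25.2% (m20) to 36.7% (m79) at 24 hours after 1/3 PH, and, after 2/3 PH, from 23.9% (m75) to 41.3% (m79) at 6 hours, from 35.7% (m75) to 50.0% (m12B) at 12 hours and from 49.6% (m37B) to 58.9% (m40) at 36 hours. Between the operations they ran from 15.4% (m76) to 40.5% (m64) at 6 hours, where m67 gave 32.2%, from 20.6% (m5m) to 40.7% (m6) at 12 hours, where m2 gave 38.7%, and from 22.0% (m24) to 41.2% (m20) at 24 hours. The correlation of the share with time after 2/3 PH ran from 0.40 (m79) to 0.86 (m7). The part raised ran from 63.4% (m64) to 73.6% (m62) at 6 hours after 1/3 PH, from 32.4% (m70B) to 64.9% (m79) after 2/3 PH, and from 13.9% (m62) to 58.5% (m64) between the operations. Median log2 fold changes at 6 hours ran from -0.020 (m64) to 0.076 (m62) after 1/3 PH and from -0.083 (m62) to 0.050 (m64) between the operations.

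The share with a larger ratio after 2/3 PH ran, without 1 array, from 13.9% (m62) to 77.8% (m76) at 6 hours, from 20.8% (m6) to 62.2% (m12B) at 12 hours, where m2 gave 23.9%, from 76.7% (m23) to 94.7% (m75) at 24 hours and from 78.2% (m45B) to 84.9% (m40) at 36 hours. Changed the same way of those altered after either operation were 15.4% (m64) to 40.3% (m79), 38.0% (m6) to 52.1% (m7), 27.0% (m26) to 56.2% (m24) and 19.4% (m46) to 36.7% (m75) at the 4 times. Of those altered after both, these were at least 92.3% (m12B), 93.3% (m65) and 92.9% (m65) and at most 100% at the last 3. Correlations of the distance on 2 components with time ran from -0.47 (m62) to 0.24 (m64) after 1/3 PH and from 0.49 (m79) to 0.78 (m24) after 2/3 PH, and over all miRNAs after 2/3 PH from 0.33 (m79) to 0.78 (m70B). The number changing direction after 1/3 PH ran from 4 (m79) to 12 (m6).

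Counts from limma without 1 array ran from 0 (25 unadjusted, m75) to 13 (m6) at 12 hours after 1/3 PH, where m79 gave 12 and m65 gave 1. At 24 hours after 1/3 PH they ran from 0 (12 to 19 unadjusted, 18 arrays) to 2 (m3 and m45B). After 2/3 PH they ran from 0 to 5 (m79 and m5m) at 6 hours, with 1 without m12B, m26 or m31B. At 12 hours after 2/3 PH they ran from 0 (21, 19 and 19 unadjusted without m65, m75 and m7) to 14 (m45B), and at 24 hours from 9 (m26) to 32 (m5m), with 14 without m75, 15 without m29B and 11 without m31B. Between the operations they ran from 1 (m23, m24 or m26) to 9 (m5m) at 24 hours, with 7 without m3 and 2 without m29B, and from 7 (m37B) to 22 at 36 hours, with 11 without m46 or m39B and 8 without m47. The change from 6 to 24 hours was found for 1 miRNA, or 2 without m70B or m5m, and that from 6 to 36 hours for 2 (m62 or m37B) to 7 (m5m), with 3 without m64, m46, m47 or m39B. From Fig. 5, 1 (m23, m24 or m26) to 7 (m5m) passed after adjustment over all tested, with 5 without m3, and 5 (m23) to 9 (m5m) after adjustment over the list alone. For miR-466b the log2 fold change at 24 hours ran from -0.22 (m24) to 0.31 (m26). Where 1 of the 2 arrays at 6 hours after 1/3 PH is left out, the other is assumed to vary like the arrays of the other groups. With any 1 array left out, 36 of the 103 results kept direction and side of the threshold or stayed within the limits given above, among them the calls of miR-93 at 24 hours and of miR-15b and miR-26a at 36 hours between the operations, and of miR-34a at 24 and 36 hours after 2/3 PH.

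No paired analysis was possible because each rat gave 1 array and the groups share no replicate numbers. Slide as a fixed block could not be fitted for 24 hours after 2/3 PH and 36 hours after 1/3 PH against normal liver, for the operations at 24 and 36 hours or for the changes between times, since all arrays of 1 group lay on a slide without the other. Fits of only the groups compared apply to no change between times. Signal over background sets the limit for faint miRNAs: 82 miRNAs were called on all arrays and 209 on at least 1, and a miRNA at the floor in a group gives only a bound.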

Differences from the paper's values

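The shares below are of miRNAs under 0.8-fold or over 1.2-fold, and the alternatives named were set before the data were examined. A share counted as different from the paper's when one was more than 1.5 times the other and they lay further apart than the spread between arrays, and otherwise as within the limit, which does not make it equal to the paper's. For 6 hours after 1/3 PH the paper's share is 73%, and 25.19% was found. With the 75th percentile over all probes the median log2 fold change was 1.19, a rise. The paper has more lowered miRNAs, so a share near its own there (93.9%) does not match in direction. The share came within the limit with that percentile and with the deposited values (58.8%). It stayed outside without scaling (25.2%), after quantile normalization (29.8%), with normexp background correction (5.34%), the total gene signal (29.0%), the brightest probe (28.2%), detection on at least 1 array (30.0%) or on every array (24.1%), linear means (24.4%), a floor of 1 signal unit (31.3%), folds under 0.5 or over 2 (2.29%), and with any 1 array left out.

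For 6 hours after 2/3 PH the paper's share is 54%, against 27.34% here. It came within the limit with normexp background correction (71.9%), the deposited values (47.7%), detection on at least 1 array (36.2%) and without normal liver m79 (41.3%). It did not without scaling (29.7%), with the 75th percentile over all probes (27.3%), quantile normalization (29.7%), the total gene signal (30.5%), the brightest probe (34.4%), detection on every array (26.4%), linear means (28.9%), a floor of 1 signal unit (30.5%), folds under 0.5 or over 2 (0.781%), or with any other array left out.

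In the comparison of 2/3 PH with 1/3 PH at 6 hours the paper's share is 84% and the one found 21.37%. With the 75th percentile over all probes the median log2 fold change was -1.30, a fall. The paper has more raised miRNAs here, so a share near its own with that percentile does not match in direction. That percentile (97.4%) and normexp background correction (67.5%) brought the share within the limit. No scaling (32.5%), quantile normalization (24.8%), the total gene signal (23.9%), the brightest probe (14.5%), the deposited values (51.3%), detection on at least 1 array (18.4%) or on every array (16.7%), linear means (18.8%), a floor of 1 signal unit (24.8%), folds under 0.5 or over 2 (1.71%) and leaving out any 1 array did not.

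In the same comparison at 12 hours the paper's share is 54%, and 25.42% was found. Without scaling (71.2%), with normexp background correction (59.3%), the deposited values (45.8%), detection on at least 1 array (36.6%), without m2 (38.7%) and without m6 (40.7%) it was within the limit. The 75th percentile over all probes (92.4%), quantile normalization (31.4%), the total gene signal (28.0%), the brightest probe (27.1%), detection on every array (19.3%), linear means (24.6%), a floor of 1 signal unit (29.7%), folds under 0.5 or over 2 (0%) and leaving out any other array left it outside. At 24 hours the paper's share is 50%, against 29.01% here. The 75th percentile over all probes (67.2%), the total gene signal (33.6%), the deposited values (41.2%) and leaving out m20 (41.2%), m26 (33.6%) or m29B (35.6%) brought it within the limit, the last 2 and the total gene signal nearer to the share found than to the paper's. No scaling (30.5%), quantile normalization (26.7%), normexp background correction (6.11%), the brightest probe (21.4%), detection on at least 1 array (26.4%) or on every array (23.7%), linear means (26.7%), a floor of 1 signal unit (31.3%), folds under 0.5 or over 2 (2.29%) and leaving out any other array did not.

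For 24 hours after 1/3 PH the paper's share is about 51% in Fig. 2A, read by eye, and 23.26% was found. It came within the limit in the deposited values (38.0%), without normal liver m79 (36.7%) and without m24 (35.3%). It stayed outside without scaling (26.4%), with the 75th percentile over all probes (23.3%), quantile normalization (24.8%), normexp background correction (3.101%), the total gene signal (25.6%), the brightest probe (31.0%), detection on at least 1 array (29.6%) or on every array (22.4%), linear means (27.1%), a floor of 1 signal unit (25.6%), folds under 0.5 or over 2 (2.33%), and with any other array left out.

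The paper describes a share that falls with time after 1/3 PH. Here it was highest at 12 hours and higher at 36 than at 6 hours, and its correlation with time was -0.28 (permutation p = 0.422 after adjustment over the 2 operations). The deposited values gave a fall through the 4 times (58.8%, 56.2%, 38.0% and 37.6%; r = -0.62, permutation p = 0.0419 after adjustment, where the alternatives ran from 0.0419 to 0.835). The share at 6 hours was above that at 36 hours also with the 75th percentile over all probes, quantile normalization, normexp background correction, a floor of 1 signal unit, folds under 0.5 or over 2, and without m62 (36.3% at 6 hours). The paper also describes more altered miRNAs at 6 hours after 1/3 PH than after 2/3 PH, which was not found. The 75th percentile over all probes, quantile normalization, the deposited values, a floor of 1 signal unit, folds under 0.5 or over 2, and leaving out m62, m64 (30.2% after 1/3 PH) or m75 (27.07% and 23.8%) gave that order. For the operations compared directly, the paper describes a share that falls until 24 hours and then rises, while it rose throughout here, and the deposited values, the 75th percentile over all probes and normexp background correction gave the paper's order.

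At 6 hours the paper has more lowered than raised miRNAs after 1/3 PH and the opposite in 2/3 PH relative to 1/3 PH. Of the altered miRNAs, 66.7% were raised in the first comparison and 32.0% in the second. The paper's direction in the first was reached in the deposited values (20.8%), after quantile normalization (43.6%) and with a floor of 1 signal unit (48.8%). In the second it was reached in the deposited values (78.3%), after quantile normalization (62.1%), with normexp background correction (98.7%) and without m64 (58.5%).

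The paper gives the larger magnitude to 2/3 PH for most miRNAs at every time after 6 hours. This was found at 2 of the 3 later times, and at 12 hours it held for 36.7% of the miRNAs compared. No alternative raised that share above 34.5%, while leaving out m12B gave 62.2%. The paper states that the majority of altered miRNAs changed in the same direction after both operations at the later times. Of the miRNAs altered after either operation these were 50.0%, 33.8% and 30.3%. At 12 hours the 75th percentile over all probes (54.2%), the deposited values (51.8%), the brightest probe (50.7%) and leaving out m7 (52.1%) reached a majority, at 24 hours leaving out m24 did (56.2%), and at 36 hours no setting did. Of those altered after both operations, all changed the same way at these times.

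The paper selects its 12 miRNAs as different between the operations at 24 hours without naming the test, and limma put 9 of them under an unadjusted p of 0.05. The other 3 were miR-101a (log2 -0.24, adjusted p = 0.857, lower in 7 of 9 pairs), miR-27a (log2 0.065, adjusted p = 0.896, higher in 7 of 9 pairs) and miR-466b (adjusted p = 0.958, near the floor on both sides). No setting took miR-101a or miR-27a under 0.05 even without adjustment, and over the alternatives their lowest adjusted p was 0.728 and 0.78. In the deposited values miR-466b passed without adjustment (adjusted p = 0.0941 from limma), and 7 of the 12 were then under 0.05. The quantile normalization made to rebuild the deposited values, chosen after seeing the values, also took miR-466b under 0.05 without adjustment (adjusted p = 0.102 from limma), and it dropped 3 of the 9, as the deposited values did.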

Other observations

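The tests of the authors' normalization, of red blood cells, of scan day and of other groupings of the arrays were chosen only after the results were seen. Those of array m5m and of the spread between arrays were not, except for the simulations without m5m and the medians of unscaled arrays.

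In the deposited log2 values the median log2 ratio of 6 hours after 1/3 PH to normal liver was -0.27, while in the signals scaled to probes above background it was 0.0051. Quantile normalization of the software's gene signals with undetected miRNAs at 1 floor gave a median of -0.27, and the same gene signals with scaling alone -0.030. The lower median is thus consistent with an effect of the authors' normalization. A general fall of miRNAs at that time, the biological explanation, is not seen in the scaled signals, but scaling to a percentile also removes a fall that all miRNAs share. Without scaling the median was 0.010, with 0.16 for m62 and -0.11 for m64, so no fall is seen there either. Single normal livers, each set against the 2 others, had unscaled medians from -0.23 to 0.37, so a fall of the size in the deposited values stays open.

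Array m5m, of 12 hours after 1/3 PH, had the lowest total signal. Without it the share of altered miRNAs at that time was 52.52%. Unchanged groups of 2 arrays against 3, simulated from the other 25 arrays, had a central 95% that ended at 42.45%, with 1 of 1000 draws as large, and when simulated for the same comparison from all 26 arrays it ended at 49.64%, with 13 draws as large. The share lay above both, which argues against its low signal as the cause of the large share. Without normal liver m75 the share was 37.2%. A response to the operation that is strongest at 12 hours stays open and untested. At 36 hours after 1/3 PH the share was 33.1%, and 159 of 1000 draws of unchanged groups were as large, which is consistent with spread between arrays alone. A small response at 36 hours is not excluded by this.

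Red blood cells left in the liver were tested with a list of 3 miRNAs, miR-451, miR-144 and miR-486, written after the difference at 24 hours was seen. Only 1 of the 3 could be tested. It was miR-451, at log2 -1.11 between 2/3 PH and 1/3 PH at 24 hours (adjusted p = 0.173, higher in 0 of 9 pairs), detected on all 26 arrays with a mean log2 signal of 6.36 after 2/3 PH and 7.47 after 1/3 PH. miR-144 was detected on 1 array and miR-486 on 0, so that a difference in red cells and one in the liver cannot be told apart for miR-451.

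Every limma count that compares 3 arrays with 3 was set beside the other groupings of the same arrays. With 10 groupings this could not exclude chance for any of them, whatever it gave, so it decides nothing about them. They are the counts against normal liver at the last 3 times after 1/3 PH and at all 4 after 2/3 PH, and between the operations at the last 3. For the 6 calls at 12 hours after 1/3 PH, the grouping of m79, m2 and m6, all of scan day 1, against m65, m75 and m5m, of scan days 2 and 3, gave 6 calls as well. Blocked by scan day, the comparison gave 7 calls, and 5 of the 6 were among them. For 6 hours after 2/3 PH limma called 0 (15 unadjusted), and the grouping of m79, m67 and m70B, of scan day 1, against m65, m75 and m76, of scan days 2 and 3, gave 4. Blocked by scan day, limma called 0 there (16 unadjusted). No biological explanation was tested for these counts.

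The paper follows its 5 cell cycle miRNAs over time by real-time PCR, and on the arrays they were compared with normal liver by limma. At 24 and 36 hours after 2/3 PH, miR-93 was at log2 0.96 (adjusted p = 5.82e-05) and 1.15 (adjusted p = 2.1e-06), miR-106b at 0.56 (adjusted p = 0.0138) and 0.74 (adjusted p = 0.0018), miR-25 at 0.48 (adjusted p = 0.0439) and 0.58 (adjusted p = 0.0114), and miR-92a at 0.40 (adjusted p = 0.0667) and 0.30 (adjusted p = 0.144). All 4 were higher in 9 of 9 pairs at both times. The only scaling that turned one of them was the 75th percentile over all probes. It gave -0.064 for miR-92a at 24 hours, above the median of all miRNAs at -0.41. The call of miR-106b at 24 hours was lost without m26 (adjusted p = 0.067) and m29B (0.0618), and that of miR-25 at 36 hours without m75 (0.0835). At 24 hours miR-25 lost it without m65, m75, m62, m64, m67, m76, m12B, m23, m26, m29B, m31B, m47, m37B, m39B or m40 (adjusted p from 0.051 to 0.188), and miR-92a gained it without m5m (0.0447) or m3 (0.0337). Of the alternatives at 24 and 36 hours, miR-93 passed under 9 of 13 and 10 of 14, miR-106b under 9 of 14 and 11 of 15, miR-25 under 6 of 14 and 11 of 15, and miR-92a under 4 of 14 and 1 of 15. At 6 and 12 hours after 2/3 PH none of the 4 passed. At these times miR-106b was lower in 9 of 9 pairs, at -0.45 (adjusted p = 0.184) and -0.22 (adjusted p = 0.464), and at 6 hours it passed without m5m (adjusted p = 0.0353). With normexp background correction miR-106b was 0.42 and 0.047, still below the medians of all miRNAs at 0.53 and 0.14. After 1/3 PH none of the 4 passed at any time, and miR-106b was at -0.35 at 12 hours (adjusted p = 0.134, lower in 9 of 9 pairs). With normexp background correction it was 0.44 there, below the median of all miRNAs at 0.505. miR-101a was lower than in normal liver after both operations at the first 2 times, and passed only at 12 hours after 2/3 PH. For 1/3 PH it was at -0.58 at 6 hours (adjusted p = 0.765, lower in 6 of 6 pairs) and -0.68 at 12 hours (adjusted p = 0.0564, lower in 9 of 9 pairs, detected on 2 of 3 arrays), and at -0.079 and 0.039 at the later times (adjusted p = 0.933 and 0.951). The value at 12 hours passed under 4 of 14 alternatives (adjusted p from 0.0218 to 0.337) and without m79 (0.0148), m70B (0.0466), m76 (0.0422), m6 (0.0484) or m12B (0.0426). It turned to 0.43 with normexp background correction, below the median of all miRNAs at 0.505. The value at 6 hours turned to 0.61 with the 75th percentile over all probes, below the median at 1.19. It also turned to 0.91 with the total gene signal and 0.61 in the deposited values, where the medians were -0.030 and -0.27. Between the operations miR-101a differed by -0.045 at 6 hours (adjusted p = 0.946) and -0.25 at 12 hours (adjusted p = 0.752). It was at -0.62 (adjusted p = 0.184), -0.94 (adjusted p = 0.015), -0.32 (adjusted p = 0.365) and -0.27 (adjusted p = 0.396) after 2/3 PH at the 4 times, lower in 8, 9, 7 and 6 of 9 pairs. With normexp background correction it was 0.41 at 6 hours and 0.51 at 36 hours, below the medians of all miRNAs at 0.53 and 0.60. It passed at 6 hours without m79 (adjusted p = 0.0367) and not at 12 hours without m65 (0.0882), m75 (0.0873) or m7 (0.101). The call at 12 hours after 2/3 PH held under 7 of 14 alternatives (adjusted p from 0.0119 to 0.938).

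Of the miRNAs that the paper cites from other work, limma called neither miR-221 nor miR-23b against normal liver at any time. Among the comparisons, miR-221 came closest at 36 hours after 2/3 PH (log2 0.61, adjusted p = 0.0744, higher in 9 of 9 pairs), and it passed there without m65 (adjusted p = 0.0372) or m5m (0.034). It also passed there under 2 of 14 alternatives (lowest adjusted p = 0.0128). At 6 hours after 1/3 PH, where no array detected miR-221, it passed under 1 of 14 (adjusted p = 0.0296). It was detected on 2 of the 3 normal livers, with 2 of the 3 at the floor of their arrays, on 3 of 3 arrays at 36 hours after 2/3 PH and on 2 of 3 at 12 hours after 1/3 PH, so that these differences are against a partly undetected group. At 12 hours after 1/3 PH miR-221 was at 0.65 (adjusted p = 0.1, higher in 9 of 9 pairs), but at -0.11 without scaling, -0.41 with the 75th percentile over all probes, -0.12 after quantile normalization and -0.14 in the deposited values. miR-23b came closest at 12 hours after 1/3 PH, at 0.33 (adjusted p = 0.114, higher in 9 of 9 pairs), but at -0.42 without scaling and -0.73 with the 75th percentile over all probes. In that comparison the median of all miRNAs was -0.69 without scaling and -0.99 with that percentile. Both miR-221 and miR-23b thus lay above it. miR-221 also lay above the median of -0.19 in the deposited values, but below that of -0.079 after quantile normalization.

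At 24 hours between the operations, 6 miRNAs outside the 12 of Fig. 5 had an unadjusted p under 0.05, and they are named here after their values were seen. Besides miR-18a and miR-451 they were miR-345-5p (log2 0.50, adjusted p = 0.0781), miR-21 (0.52, adjusted p = 0.173), miR-1949 (0.62, adjusted p = 0.301) and miR-30b-5p (-0.38, adjusted p = 0.406). In the order given, the 2/3 PH array was higher in 9, 9, 7 and 0 of 9 pairs.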
